# H3K27ac nucleosomes facilitate HMGN localization at regulatory sites to modulate chromatin binding of transcription factors

**DOI:** 10.1038/s42003-022-03099-0

**Published:** 2022-02-23

**Authors:** Shaofei Zhang, Yuri Postnikov, Alexei Lobanov, Takashi Furusawa, Tao Deng, Michael Bustin

**Keywords:** Chromatin, Epigenetics

## Abstract

Nucleosomes containing acetylated H3K27 are a major epigenetic mark of active chromatin and identify cell-type specific chromatin regulatory regions which serve as binding sites for transcription factors. Here we show that the ubiquitous nucleosome binding proteins HMGN1 and HMGN2 bind preferentially to H3K27ac nucleosomes at cell-type specific chromatin regulatory regions. HMGNs bind directly to the acetylated nucleosome; the H3K27ac residue and linker DNA facilitate the preferential binding of HMGNs to the modified nucleosomes. Loss of HMGNs increases the levels of H3K27me3 and the histone H1 occupancy at enhancers and promoters and alters the interaction of transcription factors with chromatin. These experiments indicate that the H3K27ac epigenetic mark enhances the interaction of architectural protein with chromatin regulatory sites and identify determinants that facilitate the localization of HMGN proteins at regulatory sites to modulate cell-type specific gene expression.

## Abstract (web summary)

The nucleosome-binding proteins HMGN1 and HMGN2 prefer acetylated nucleosomes at H3K27ac and the loss of this interaction alters binding of transcription factors to chromatin.

## Introduction

Correct binding of transcription factors (TFs) to their specific DNA motifs in chromatin plays a key role in establishing an epigenetic landscape that facilitates cell-type-specific gene expression necessary for the maintenance of cell identity^1,2^. The interaction of TFs with chromatin is dynamic; TFs continuously move throughout the nucleus and reside temporarily at their specific binding sites^3–5^. The binding of TFs to chromatin is facilitated by nuclear factors that help TFs access their binding sites and perturbed by factors that impede the binding of TFs to specific chromatin sites, especially at enhancers and promoters^6^, chromatin regions enriched in H3K27ac nucleosomes^7^. Possible regulators of TF chromatin binding include architectural proteins, such as the linker histone H1 and high mobility group (HMG) proteins; these ubiquitous structural proteins are known to affect chromatin organization in many cell types. Histone H1 facilitates the formation of higher-order chromatin organization and stabilizes compact chromatin structures that inhibit transcription^8–10^, while HMG proteins are mostly associated with reduced chromatin compaction and increased gene expression from chromatin templates^11,12^. Given the global effects of H1 and HMGs on chromatin structure and gene expression, it is likely that these ubiquitous structural proteins do modulate the binding of TFs to chromatin, a possibility that has not been studied in detail. Here we focus on the high mobility group N (HMGN) proteins and show that the major members of this family, HMGN1 and HMGN2, bind preferentially to nucleosomes containing the H3K27ac epigenetic mark, and affect the binding of TFs to chromatin.

HMGN is a family of abundant and evolutionarily conserved proteins that bind to nucleosomes without specificity for the underlying DNA sequence^13,14^. The interaction of HMGN proteins with chromatin is highly dynamic; HMGNs bind to nucleosomes with short residence times and can be readily dislocated from their chromatin binding sites^15^. The binding of HMGNs to nucleosomes reduces chromatin compaction, most likely because it alters the interactions of linker histone H1 with chromatin^16–18^ and binds to the nucleosome acidic patch, a region thought to stabilize interactions between neighboring nucleosomes^19,20^. Although HMGNs bind to chromatin without DNA sequence specificity, they preferentially localize to enhancers and promoters, chromatin regulatory sites that are easily digested with DNaseI and enriched in epigenetic marks of active chromatin, including H3K27ac modified histones^21,22^. Changes in HMGN levels are frequently associated with a wide range of cell-type-specific changes in gene expression and phenotypes^23^. Genetically altered mice lacking both HMGN1 and HMGN2 proteins (DKO mice) are born and survive but show multiple phenotypes^21^, (https://www.mouseclinic.de/). MEFs isolated from DKO mice can be reprogramed into pluripotent cells by exogenous TFs more efficiently than MEFs isolated from WT mice suggesting that loss of HMGNs destabilized the maintenance of cell identity^22,24^. In Down syndrome, one of the most prevalent human genetic diseases, the presence of an extra copy of *HMGN1* has been directly linked to increased levels of H3K27ac and to gene expression changes and to increased incidence of acute lymphoblastic leukemia^25,26^. Taken together, the available data suggest that HMGNs modulate and fine-tune cell-type-specific gene expression programs.

Because the amount of HMGN in a cell is enough to bind only about 1% of the nucleosomes^27^, it is not clear how these structural proteins, that interact with chromatin without DNA-sequence specificity, can nevertheless affect gene expression and cellular phenotypes in a cell-type-specific manner. Likely, HMGNs affect cell-type-specific gene expression by preferentially localizing to chromatin regulatory regions, as indicated by genome-wide analyses that show high HMGN occupancy at chromatin regions containing high levels of H3K27ac^21,22^, an epigenetic modification that marks promoters and enhancers^7,28,29^. Conceivably, the presence of HMGN at enhancers and promoters may affect the interaction of TFs with these sites, thereby impacting cell-type-specific gene expression. The factors that target HMGN to enhancers and promoters and the possible effect of these proteins on TFs chromatin binding have not yet been investigated.

Here we identify the major determinants that facilitate the preferential binding of HMGN proteins to chromatin regulatory sites and show that HMGNs affect the binding of transcription factors to chromatin. Using bioinformatic analyses we demonstrate that HMGN1 and HMGN2 preferentially localize to nucleosomes containing the H3K27ac residue. We show that the presence of H3K27ac, an epigenetic mark of active chromatin, strengthens the binding of both HMGN1 and HMGN2 to the modified nucleosomes, and that loss of HMGNs alters H3K27 modifications and H1 occupancy at enhancers and promoters. We analyze the genome-wide binding of several TFs in cells derived from WT and DKO mice and find that loss of HMGNs alters the binding of TFs to chromatin, especially at enhancers. Our studies provide insights into factors that affect the recruitment of ubiquitous architectural chromatin binding proteins to regulatory chromatin to modulate transcription factor accessibility and fine-tune cell-type-specific gene expression programs.

## Results

### HMGN1 and HMGN2 localize to H3K27ac nucleosomes

Analyses of the genome-wide distribution of HMGN1 and HMGN2 in mouse embryonic stem cells (ESCs) (Fig. 1a, b), resting B cells (rBs) (Supplementary Fig. 1a) and embryonic fibroblasts (MEFs) (Supplementary Fig. 1b) reveal that both HMGN1 and HMGN2 variants colocalize with H3K27ac, a histone modification that marks enhancers and promoters^7,28,29^, but not with H3K27me3, an epigenetic mark of silent chromatin. Furthermore, the intensity of both the HMGN1 and HMGN2 signal correlates positively with the intensity of the H3K27ac signal but shows no correlation with the H3K27me3 signal levels (Fig. 1b, Supplementary Fig. 1a, b). The H3K27ac signal is known to be enriched in the cell-type-specific super-enhancer regions^7^. We find that in the super-enhancer regions of ESCs, MEFs, and rB cells, the H3K27ac reads colocalizing with either HMGN1 or HMGN2 are markedly higher that the reads obtained with other epigenetic marks of active chromatin such as H3K9ac, H3K4me1, H3K64ac, or H3K122ac (Fig. 1c, d, Supplementary Fig. 1c, d, e, f). Although some of the differences in the signal intensities of the various histone modifications may be due to the quality of the antibodies used, the marked positive correlation between the signal intensity of H3K27ac and HMGNs prompted us to focus on the H3K27ac modification and investigate the factors that determine the preferential targeting of HMGN to the H3K27ac nucleosomes.

**Fig. 1:**
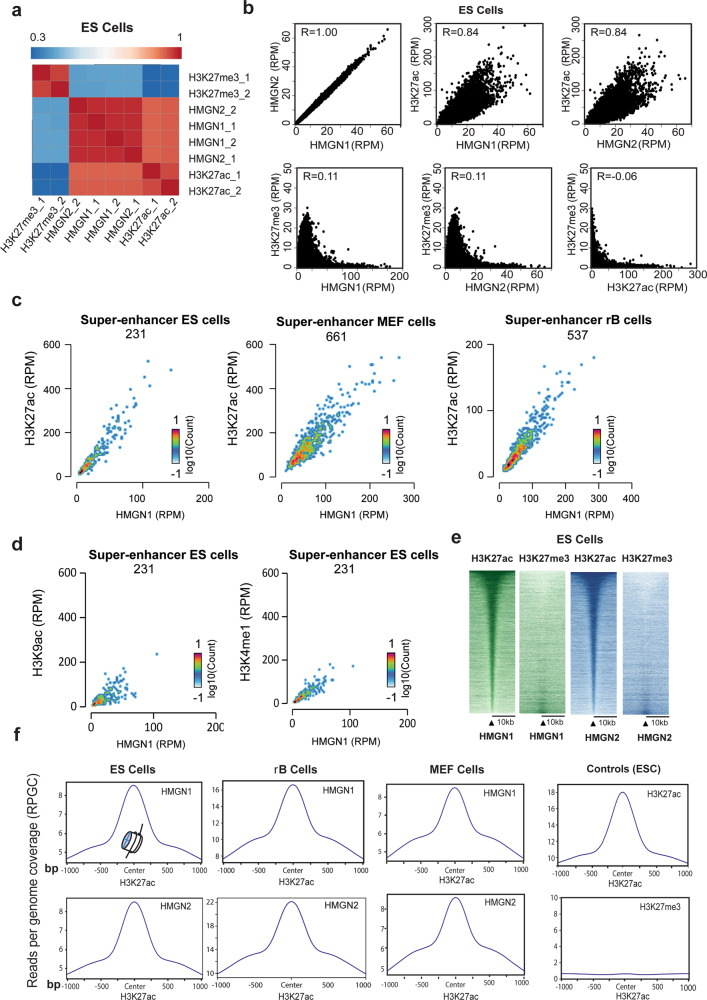
HMGN1 and HMGN2 localize to H3H27ac nucleosomes. **a** Correlation heat map showing preferential localization of both HMGN1 and HMGN2 to chromatin regions containing H3K27ac but not to regions containing H3K27me3. Bin size:5000 bp. **b** Scatter plot showing direct correlation between HMGN1 and HMGN2 occupancy levels and H3K27ac, but not H3K27me3 in ESCs. **c** Scatter plot showing direct correlation between occupancy levels of HMGN1 and H3K27ac at the super enhancers of ESCs, MEFs, and resting B cells. The number of super enhancers in each cell type is indicated below the cell name. **d** Scatter plot showing the correlation between occupancy levels of HMGN1 and either H3K9ac or H3K4me1at ESCs super enhancers. **e** Heat map showing localization of the H3K27ac and H3K27me3 signal at chromatin sites containing either HMGN1 or HMGN2. HMGN1 or HMGN2 chromatin sites were aligned at the center and the distribution of H3K27ac reads around the center were mapped. Regions are sorted in descending order based on the mean value per region**. f** High-resolution profile plots showing genome-wide co-localization of HMGNs and H3K27ac in several cell types. ES embryonic stem cells, MEF mouse embryonic fibroblasts, rB resting B cells. The source of the ChIP data for each epigenetic modification is mentioned in the Materials and Methods, in the section titled “Chromatin immunoprecipitation, Illumina library constructions and sequencing”.

Throughout the genomes of the three cell-types, the H3K27ac signal, but not the H3K27me3 signal centers at the chromatin loci containing either HMGN1 or HMGN2 (Fig. 1e, Supplementary Fig. 1g). Significantly, high-resolution analyses of the colocalization plots reveal that the location of both HMGN1 and HMGN2 centers narrowly on the location of the H3K27ac signal, with the same precision as the H3K27ac signal itself (Fig. 1f). The overlap between the H3K27ac and the HMGN chromatin occupancy signals suggest that HMGNs localize to the H3K27ac nucleosomes (MNH3K27ac).

In sum, the ChIP seq data indicate that both HMGN1 and HMGN2 localize to nucleosomes containing the H3K27ac modification, a major epigenetic mark of cell-type-specific chromatin regulatory sites^7,28^. These findings may provide insights into the molecular mechanism whereby HMGNs affect cell-type-specific gene expression.

### Determinants that target HMGNs to H3K27ac nucleosomes

To verify that HMGNs bind preferentially to MNH3K27ac and explore the determinants that targets these proteins to the acetylated nucleosomes, we prepared chromatin from purified MEF nuclei, stripped the chromatin binding proteins by salt extraction, digested the salt-extracted chromatin with micrococcal nuclease, fractionated the digest on a sucrose gradient, and isolated chromatin fragments containing either only mononucleosomes (MN) or oligonucleosomes (ON); a mixture of tri-penta nucleosomes (Fig. 2a). To the ON fraction we added purified HMGN1 or HMGN2 at a ratio of one molecule of HMGN per 25 MNs and immunopurified the ON fraction containing bound HMGN, with antibody to HMGNs. We purified the H3 histone fraction from the input and from the immunopurified ON by HPLC and performed dot-blot western analysis with antibodies to either H3K27ac, H3, H3K27me3, or H3K9ac. These dot-blot analyses reveal that the levels of H3K27ac in ON fraction that bound either HMGN1 or HMGN2 are over threefold higher than in the input ON fractions (Supplementary Fig. 2a), an indication that in vitro, HMGNs preferentially interact with chromatin fragments enriched in nucleosomes containing acetylated H3K27, but not with fragments enriched in either H3K27me3 or H3K9ac. Furthermore, Western analyses show that the levels of H3K27ac signal in MN-ON that bound HMGN was 2.7-fold higher than in input MNs (Fig. 2b), further indication that HMGNs bind preferentially to MNs containing H3K27ac.

**Fig. 2:**
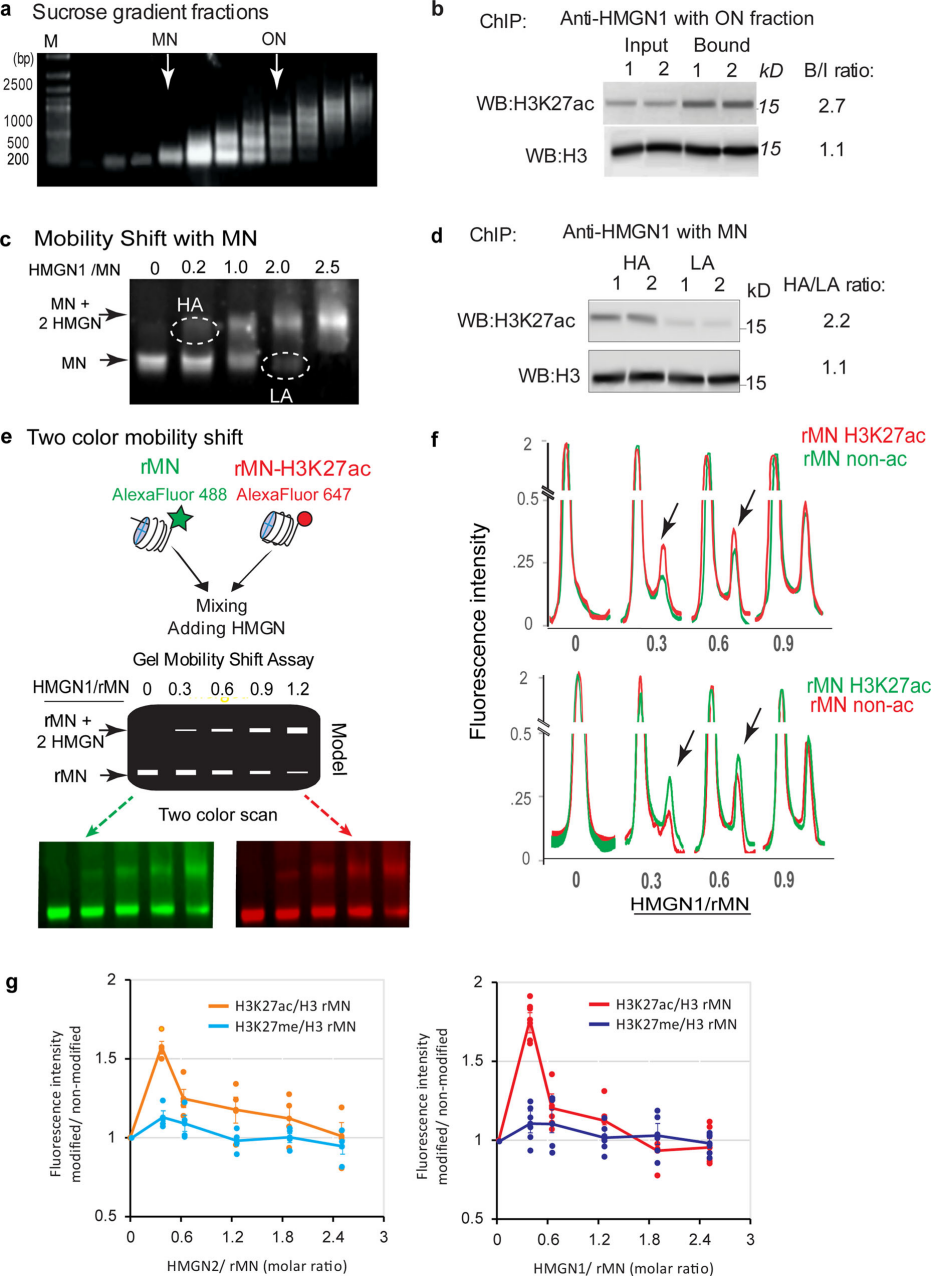
Preferential binding of HMGN to chromatin particles containing H3K27ac. **a** Agarose gel showing sucrose gradient fractionated salt stripped MEF chromatin particles. MN: mononucleosomes, ON: Oligonucleosome (mostly tri-penta nucleosomes). **b** Western analysis of total ON (Input) and HMGN1 immunoprecipitated ON (bound) (**c**) Gel mobility shift -assay. Purified HMGN1 was added to salt stripped chicken erythrocyte MNs at the ratio indicated on top of each column. The MNs shifted at low HMGN1:MN were designated as high affinity (HA) while the MNs not shifted at high HMGN:MN were designated as low affinity (LA). **d** Western analysis of HA and LA mononucleosomes (MN). **e** Two color gel mobility shift assays of recombinant mononucleosomes (rMN). A mix of equal amounts of fluorescently Alexa 488 labeled rMN (green) and Alexa 647 labeled rMNH3K27ac (red) were incubated with various amounts of HMGN1, the mixture fractionated on native polyacrylamide gels, and the gels scanned to visualize and quantify either the red or green fluorescence. Shown is the experimental design and gel images visualized with red or green channels (**f**) Scan of the gels shown in **e** and of a similar gel in which the fluorescent labels are reversed. Top: Alexa 647 labeled rMNH3K27ac (red) and Alexa 488 labeled rMN (green). Bottom: Alexa 488 labeled rMNH3K27ac and Alexa 647 labeled rMN. Arrows point to preferential binding of HMGN to rMNH3K27ac in the shifted nucleosome. (**g**) Quantification of the scans shown in panel F and in Supplementary Fig. 4 for HMGN1 and of similar experiments done with HMGN2. Note that at low ratio of HMGN to nucleosomes, both HMGN1 and HMGN2 preferentially bind to rMNH3K27ac but not to rMNH3K27me3. Error bars represent corrected standard deviation, *n* ≥ 3.

HMGN proteins bind specifically to MNs and form complexes (HMGN:MN) which in a mobility shift assay, migrate slower than MN particles^30,31^ (Fig. 2c). We reasoned that the MN in complexes formed at low HMGN to MN ratio (HA, in Fig. 2c) have a higher affinity for HMGN than MNs that did not form complexes even at relatively high HMGN to MN ratios (LA in Fig. 2c). In our experiments, at an HMGN1:MN ratio of 0.2, the HA fraction contained only 9% of the total MNs, while at HMGN:MN ratio of 2.0, the LA fraction contained only 12% of the total MN (Supplementary Fig. 2b). Dot-blot westerns with H3 purified from HA and LA MNs, indicate that the levels of H3K27ac in the HA complexes are approximately 1.5 times higher than in LA MNs (Supplementary Fig. 2c, d), indicating that HMGN proteins preferentially bind to MNH3K27ac. Similar experiments using antibodies specific to either H3K27me3 or to H3K9ac did not show enrichment of modified MNs in the HA fraction (Supplementary Fig. 2c, d). In addition, Western analysis of the purified HA and LA mononucleosomes, using antibodies to either H3K27ac or H3 show that the levels of H3K27ac in the HA fraction were 2.0-fold higher than in the LA fraction (Fig. 2d, Supplementary Fig. 3), further evidence that HMGN1 preferentially bind to MNH3K27ac.

Taken together, the results show that HMGNs preferentially bind to nucleosomes and chromatin fragments containing H3K27ac but show no significant preference for nucleosomes containing other marks of active chromatin such H3K9ac and H3K4me1, or for nucleosomes containing H3K27me3, a mark of transcriptionally silent, compact chromatin.

Native MNs may contain more than one histone modification^32^. To test whether the H3K27ac modification, by itself, is enough to preferentially target HMGN to acetylated MNs, we used commercial recombinant MN (rMN) that were devoid of any modification or contained only the H3K27ac modification (rMNH3K27ac). We end labeled the DNA in rMN with AlexaFluor 488 (green) and the DNA in rMNH3K27ac with AlexaFluor 647 (red) respectively, mixed equal amounts of the red and green fluorescent-labelled particles, performed mobility shift assays at increasing molar ratio of HMGN to the fluorescently labeled rMNs, and scanned the gels to visualize either the green or red signal (Fig. 2e). To exclude possible effects of the fluorescent label, we reversed the label and repeated the mobility shift assays with red-labeled rMN and green-labeled rMNH3K27ac. Quantification of fluorescence scans of the gels (Fig. 2f) indicate that at low HMGN to nucleosome ratio, the slower moving fraction, which contains HMGN bound nucleosomes (rMN + 2HMGN in Fig. 2e), was enriched in rMNH3K27ac (Fig. 2f). As an additional control, we performed the same type of experiments with rMN and rMNH3K27me3 that were labeled with the same fluorochromes. Scans of these gels indicate that HMGNs do not show preferential binding to the H3K27me3 recombinant nucleosomes (Supplementary Fig. 4a, b, c, d, Supplementary Data 1). Quantitative analyses of the scans of the two-color mobility shift assays show that the ratio of the fluorescence intensity of rMNH3K27ac to rMN was as high as 1.7 while that of H3K27me3/rMN was close to 1.0 (Fig. 2g).

To further verify that in vivo the binding of HMGN correlates with H3K27ac level, we cultured MEF cells with the p300/CBP HAT inhibitor A-485 for 3 hours resulting in a 60% global reduction in the H3K27ac (Supplementary Fig. 5a). Subsequently, we performed HMGN1 ChIP with both A-485 treated cells and with control, untreated cells and used qPCR to determine the HMGN1 occupancy at 5 selected regulatory sites with high H3K27 modification levels and 4 sites located in gene desert regions and showing low H3K27ac levels (location of sites listed Supplementary Methods in Supplementary files). We find that A-485 treatment led to a reduction in HMGN chromatin binding at all sites (Supplementary Fig. 5b, Supplementary Data 1); at regulatory sites with high H3K27ac levels the HMGN1 occupancy were decreased by over 50% while at non-regulatory the decrease in HMGN1 was by 30% (Supplementary Fig. 5c). Thus, in living cells, downregulation of H3K27ac levels decreases the chromatin binding of HMGNs, especially at sites that show high H3K27ac reads.

In sum, ChIP-Western analysis with purified ONs, or with HMGN-MN complexes purified by gel mobility, two-color mobility shift analysis with rMN and rMNH3K27ac (Supplementary Table 1), and ChIP qPCR analysis of cells treated with an acetylase inhibitor indicate that HMGNs preferentially bind to MNs containing H3K27ac.

Next, we tested whether the preferential binding of HMGN to MNH3K27ac depends on specific regions present in HMGN proteins or on specific properties of the acetylated MNs. Two-color mobility shift assays indicate that the preferential binding of HMGN to MNH3K27ac is maintained even in the presence of 1000 fold molar excess of a competing acetylated peptide (KAARK(27ac)SAPATGG) spanning the H3K27ac residue (Supplementary Figs. 6a, 7a), an indication that the acetyl moiety, by itself, is not a major determinant of HMGN binding. HMGN proteins contain 3 functional domains: a bipartite nuclear localization signal, a highly conserved nucleosome binding domain (NBD) and a regulatory domain located in the C-terminal of the protein (Supplementary Figs. 6b, 7b)^13,33^. It is known that HMGN deletion mutants lacking the C-terminal regulatory domain bind to nucleosomes, but even a single mutation in the NBD abolishes the binding of HMGN to MN regardless of acetylation status^34^. We find that HMGN1 lacking the C-terminal regulatory domain still preferentially binds to rMNH3K27ac (Supplementary Fig. 6b, right) suggesting that this domain does not determine the preference for the modified nucleosome. Thus, HMGNs do not contain distinct domains that specifically recognize the rMNH3K27ac.

The unstructured N-terminal of histone H3 interacts with nucleosome linker DNA, and HMGNs can modify the interaction of the H3 tail with the linker DNA^18^. We digested the 165 bp rMN particle with micrococcal nuclease to generate the linker-less 147 bp core particles (rCP) (Supplementary Figs. 6c, 7c). Two-color mobility shift assays reveal that removal of the DNA linker region abolished the preferential binding of HMGN to rMNH3K27ac particles (Supplementary Fig. 6c, right panel). Thus, linker DNA is required for the preferential binding of HMGN to the rMNH3K27ac.

In sum, the acetylated H3K27 residue is not the major HMGN1 binding site, and HMGN proteins do not contain specific domains that lead to preferential binding to acetylated MNs. Thus, the unique properties of the MNH3K27ac, as compared to non-acetylated MNs, are the major facilitators of the preferential binding of HMGN to the modified MNs.

### HMGNs modulate the levels of H3K27 modifications and histone H1 binding at chromatin regulatory sites

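In the ChIP-seq analyses of mouse embryonic fibroblasts (MEFs), chromatin of WT cells and of cells lacking HMGN1 and HMGN2 (DKO) was immunoprecipitated with antibodies to H3K27me3, H3K27ac, histone H1, p300, Brd3 and CEBPB. Each antibody had 2 biological replicates per genotype. The authors trimmed the reads, mapped them to the mm9 genome, removed reads in blacklisted regions, and called narrow peaks with MACS2 against input DNA, separately for each library. Each deposited list gives the position of every peak, and the authors' fold enrichment, −log10 p and −log10 q at its summit. The lowest −log10 q in any list was 2.00. Peaks were counted per library, and log2 peak numbers were compared between genotypes with limma, with the spread estimated over all 16 antibodies of the study and Benjamini-Hochberg adjustment. An exact permutation test of 2 replicates against 2 cannot give a p below 0.333. The MEF samples hold no separate input for each replicate. A difference between the WT and DKO inputs is therefore not part of the spread that limma measures. The files hold no read counts, and the paper states the number of mapped reads as a range over all samples, so the depth of each library is known only in part. Where the fold enrichment and p at each summit could be solved for a whole number of stacked reads, the lowest background gives reads per position, a measure of depth. It was 1.65 and 1.44 in the WT H3K27ac libraries and 1.77 and 1.86 in the DKO libraries. For p300 it was 1.58 and 1.15 against 1.22 and 1.27, and for Brd3 1.75 and 1.89 against 1.24 and 1.54. For H3K27me3 it lay between 1.14 and 1.27, and for H1 between 1.42 and 1.64. In the CEBPB lists at most 7.08% of the pileups were whole numbers, below the 85% required, so the depth behind them is unknown.

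The targeted genes were examined first, through peaks within 1000 bp of the gene. Hmgn2 (ENSMUSG00000003038.9), on chromosome 4 of mm9 from 133520653 to 133524565, had 3 H3K27ac peaks in each WT library and 0 in each DKO library. Hmgn1 (ENSMUSG00000040681.8), on chromosome 16 from 96342225 to 96349336, had 2 H3K27ac peaks in each WT library, and 4 and 5 in the DKO libraries. Peaks around a gene do not measure its transcript, and the deleted parts of the genes were not examined, so the peaks at Hmgn1 check nothing about the deletion.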

Next, we tested whether HMGNs affect the levels of epigenetic modifications at H3K27 residues in living cells and performed ChIP analyses with MEFs derived either from WT or from double knock-out mice lacking both HMGN1 and HMGN2 (DKO mice)^21^. Box plot analysis of these ChIP show decreased levels of H3K27ac, but increased levels of H3K27me3 at both enhancers and promoters of DKO cells (Fig. 3a). 

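The WT MEFs had 84805 ± 63.6 H3K27ac peaks and the DKO MEFs 77291 ± 457 (SD, n = 2). The log2 change was −0.13 (standard error 0.04), with an adjusted p of 0.0506 from limma, just above the 0.05 threshold. It passed with a fold enrichment of at least 4 (−0.22, adjusted p = 0.0124 from limma), after thinning to the lowest background (−0.17), with one fit per cell type and with a trended prior variance. With base pairs covered in place of peak numbers it was −0.01. Over all settings with both replicates, the adjusted p from limma ranged from 2.0e-04 to 0.941. H3K27me3 gave few narrow peaks, 470 ± 117 in WT and 165 ± 67.9 in DKO cells (SD, n = 2), with fewer peaks in both DKO replicates than in either WT replicate. The log2 change in H3K27me3 peak number was −1.55 (standard error 0.41, adjusted p = 0.0437 from limma). Peak numbers count the sites that pass the caller's threshold, and do not measure the level of the modification between peaks.

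**Figure D1:**
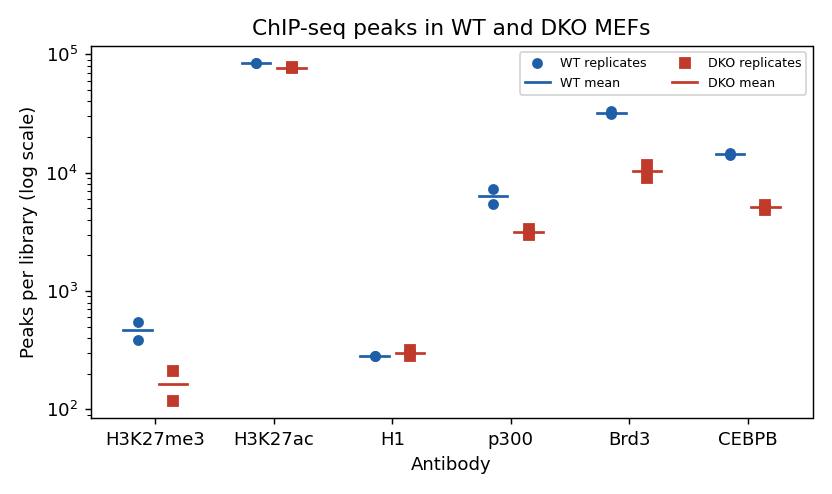
Peaks per ChIP-seq library in MEFs for each antibody, on a log scale. Points are the 2 replicates of WT and DKO cells, and lines are the means of each genotype.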

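H3K27ac peaks of the 4 MEF libraries were merged where they overlapped by 1 bp or more, giving 104443 sites. Of these, 6084 were called in both WT libraries and in neither DKO library, and 4593 in both DKO libraries and in neither WT library. Pairs of 1 WT and 1 DKO library gave between 1302 and 1825 such sites. Within 1000 bp of an annotated transcription start site lay 523 of the WT-only and 274 of the DKO-only sites. The remaining 5561 and 4319 were distal. The WT-only site with the highest mean −log10 q lay between genes on chromosome 14 of mm9, from 44834415 to 44836007, 28324 bp from the start of Gm8220. The authors' −log10 q for it was 45.5 and 37.6 in the WT replicates. Its counterpart among the DKO-only sites lay on chromosome 13 from 109082941 to 109084051, 22795 bp from the start of Depdc1b, with −log10 q of 37.4 and 29.9 in the DKO replicates. When the same number of top peaks was taken from each library, the order changed, with 4506 WT-only and 5599 DKO-only sites.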

In agreement, the MA plot show numerous sites, at both enhancers and promoters, where the differences between WT and DKO cells in H3K27ac levels are statistically significant (Fig. 3b, top). Aggregate plots show changes in the global distribution of the H3K27ac only at enhancer regions, where loss of HMGNs leads to a detectable decrease in the H3K27ac occupancy levels (Fig. 3c, top lane). 

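At distal sites, the approximation to enhancers used here, the number of H3K27ac peaks was 64979 ± 209 in WT and 58892 ± 520 in DKO MEFs (SD, n = 2), a log2 change of −0.14 (adjusted p = 0.0464 from limma). This call was lost when peaks were required to have a −log10 p of at least 10 (log2 change −0.08, adjusted p = 0.327 from limma). It was also lost with a q of at most 0.0001, with peaks merged within 1000 bp and with base pairs covered. The same held with replicate number as a block in the model. The peaks within 1000 bp of a transcription start site numbered 19826 ± 146 in WT and 18399 ± 63.6 in DKO cells (SD, n = 2), a log2 change of −0.11 (adjusted p = 0.233 from limma). The promoter change minus the distal change, a test chosen after the values were seen, was 0.03 on the log2 scale (standard error 0.05, adjusted p = 0.537 from limma), so a difference between promoters and distal sites was not detected.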

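The H3K27me3 peaks were poorly shared between replicates of one genotype. On average, 19.1% of the peaks of one WT library overlapped a peak of the other, and 12.6% did so between the DKO libraries. Of the WT peaks, 7.48% overlapped a peak of a given DKO library, and of the DKO peaks 20.5% one of a given WT library. The DKO lists were shorter, which lowers the first of these shares. Near promoters the lists held 208 ± 41.0 peaks in WT and 68.5 ± 30.4 in DKO MEFs (SD, n = 2), a log2 change of −1.66 (standard error 0.41, adjusted p = 0.0362 from limma). At distal sites the log2 change was −1.47 (adjusted p = 0.0464 from limma). With WT replicate 1 left out, the change over all H3K27me3 peaks was −1.30 and no longer passed the threshold (adjusted p = 0.205 from limma). The median peak width lay between 171 and 200 bp per library, so these lists describe short stretches of H3K27me3 and not broad domains.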

For H3K27me3, the MA plots show fewer statistically significant differences between WT and DKO cells in the modification level at a particular site (Fig. 3b, bottom) while aggregate plots indicate that loss of HMGNs leads to a detectable increase in the overall H3K27me3 signal at both enhancers and promoters (Fig. 3c, middle lane). Thus, loss of HMGNs decreased the level of H3K27ac but increased the levels of H3K27me3, an indication that HMGNs affect the levels of epigenetic marks at chromatin regulatory sites.

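The H3K27ac peaks covered 49.4 ± 1.57 Mb in WT and 49.2 ± 1.37 Mb in DKO MEFs (SD, n = 2). Their median width was 376 bp in WT and 406 bp in DKO cells. The H3K27me3 peaks covered 0.0983 ± 0.0180 Mb and 0.0344 ± 0.0171 Mb (SD, n = 2). The paper reasons from the levels of both modifications at enhancers and promoters in its box plots, MA plots and aggregate plots (Fig. 3a–c), and takes them as a sign of an influence of HMGNs on epigenetic marks at regulatory sites.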

**Fig. 3:**
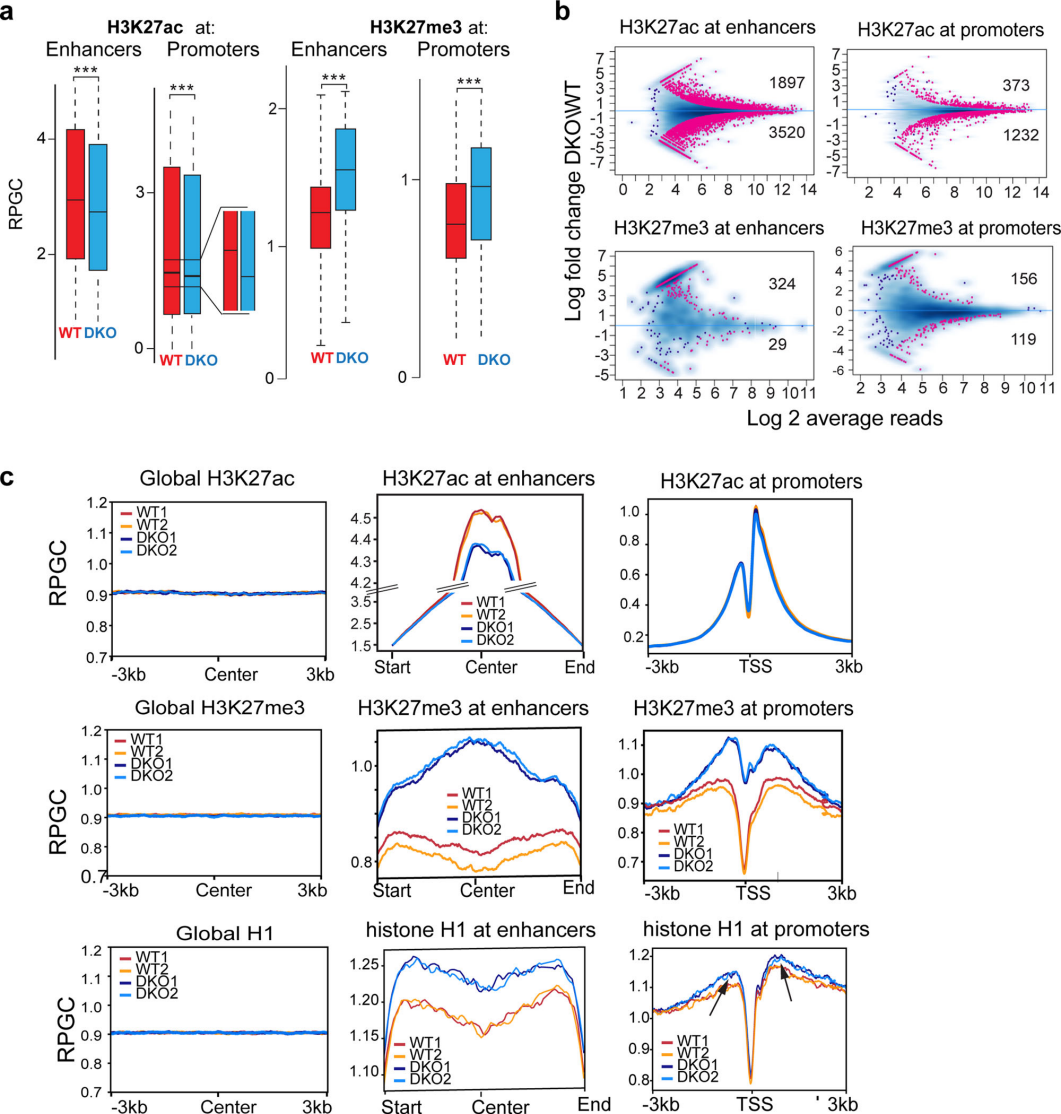
Loss of HMGN alters H3K27modifications and H1 occupancy at chromatin regulatory sites of MEFs. **a** Box plot showing decreased H3K27ac but increased H3K27me3 levels at enhancers and promoters of DKO mice. **b** MA plots showing differences between WT and DKO cells in H3K27ac or H3K27me3 levels at enhancers and promoters. Statistically significant differences (FDR < 0.05) are shown in red. Blue dots and blue density cloud represents all points corresponding to the nonchanging regions. **c** Aggregate plots showing the distribution of the average H3K27ac, H3K27me3 and histone H1 levels in WT and DKO MEFs. Left panels: throughout the genome (regulatory sites subtracted). “Center” indicates a location of the middle point of each 6kbp bin. Center panels: at enhancers. In these panels all cellular enhancers were aligned at their center. RPGC: reads per genomic coverage. Right panels: at promoters, Arrows point to promoter regions where H1 occupancy differs between WT and DKO cells. All ChIP analyses from two biological replicates. Regulatory sites identification is based on UCSC genome annotation (NCBI37/mm9).

H3K27me3 levels correlate directly with the chromatin occupancy of histone H1^8,35^, an abundant protein family that binds dynamically to nucleosomes^36^ and stabilizes chromatin compaction^8^. Previous ChIP analyses indicated that H1 is evenly distributed throughout the nucleus but shows low chromatin occupancy at TSS^37,38^. Our ChIP analyses do not show statistically significant differences between WT and DKO in H1 occupancy at a particular site; however, the aggregate plots indicate a marginally higher occupancy of H1 at enhancers and promoters in DKO, as compared to WT (Fig. 3c, bottom lane). Thus, the presence of HMGN lowers the H1 chromatin occupancy at regulatory sites, a finding that agrees with several previous analyses showing that HMGNs destabilize the binding of H1 to nucleosomes^17,18^ and reduce its chromatin residence time^16^.

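The H1 lists were short, with 281 and 284 peaks in the WT and 281 and 315 in the DKO replicates, a log2 change of 0.07 (standard error 0.08, adjusted p = 0.435 from limma). With DKO replicate 2 left out, this change was −0.01. On average, 85.8% of the WT peaks overlapped a peak of a given DKO library and 85.1% a peak of the other WT library. Between 116 and 130 H1 peaks per library lay on chromosome Y. Near promoters lay 7 H1 peaks on average in WT and 6.50 in DKO cells, so these lists hold little information on H1 at promoters.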

At transcription start sites, the occupancy levels of both H3K27ac and HMGN show a direct correlation with gene expression levels^22,39^. We ranked the genes into five categories according to their expression levels and noted that indeed, the most highly expressed genes show the highest level of H3K27ac modification and the highest level of HMGN occupancy (Supplementary Fig. 8a). Loss of HMGNs increases the H3K27me3 levels and H1 occupancy at the TSS of highly expressed genes to a markedly larger degree than at low expressing genes (Supplementary Fig. 8b, c), a finding that agrees with the preferential occupancy of HMGNs on MNH3K27ac. In sum, loss of HMGN leads to increased H3K27me3 levels and elevated H1 occupancy at enhancers and promoters.

### HMGNs affect the binding of regulatory factors to chromatin

Enhancers and promoters serve as major binding sites for transcription factors (TFs). The preferential location of HMGNs at these sites and the epigenetic changes observed in DKO MEFs, together with the known effect of HMGNs on cellular transcription profiles^40^ and on the stability of cell identity^22^, raises the possibility that HMGNs affect the interaction of TFs with chromatin regulatory sites. Therefore, we examined the effect of HMGNs on the chromatin occupancy of the acetyltransferase p300 and of the bromodomain-containing protein Brd3, a “writer” and “reader” of H3K27ac. RNA-seq and western blot analyses of extracts prepared from WT and DKO MEFs, indicate that loss of HMGN did not affect the transcript and protein levels of either p300 (Fig. 4a, Supplementary Fig. 9a) or Brd3 (Fig. 4e, Supplementary Fig. 9b). Yet, ChIP analyses reveal that loss of HMGNs leads to a marked decrease in the chromatin occupancy of both p300 (Fig. 4b, c, d, i) and of Brd3 (Fig. 4f, g, h, i) throughout the MEF genome and at both enhancers and promoters. 

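p300 gave 7323 and 5398 peaks in the WT replicates, and 2974 and 3325 in the DKO replicates. The log2 change was −1.0 (standard error 0.20, adjusted p = 0.0211 from limma). With replicate number as a block in the model, the same change did not pass the threshold (adjusted p = 0.074 from limma). With each replicate left out in turn, the p300 change ranged from −1.22 to −0.78. Brd3 peaks numbered 31404 and 33072 in WT and 8970 and 11549 in DKO cells, a log2 change of −1.66 (standard error 0.16, adjusted p = 0.00482 from limma). The lowest background was lower in the DKO than in the WT Brd3 libraries. With every library thinned to the lowest background of its antibody, the log2 change was −1.43 for Brd3 and −0.95 for p300. Thinning together with a −log10 p of at least 10, chosen after the values were seen, moved Brd3 most, to −1.10. At autosomal sites called in all 4 libraries, the pileup per lowest background changed by −0.35 for Brd3 and −0.11 for p300 on the log2 scale. Sites lost in DKO cells are left out of this measure. Among WT sites called in both replicates, WT H3K27ac peaks were found at 85.01% of the 2756 p300 sites retained and 74.6% of those lost in DKO cells (odds ratio 1.93, Fisher's exact test across sites, two-sided, p = 1.2e-15). With the p300 summit required to lie inside the H3K27ac peak, the odds ratio was 0.898 (Fisher's exact test, p = 0.117). For Brd3 the shares were 99.4% and 96.2%. Sites are not independent replicates. Having found the levels of p300 and Brd3 unaffected, the paper takes the lower ChIP signal in DKO cells as a loss of chromatin binding.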

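Of 9180 p300 sites in the merged lists, 1393 were called in both WT libraries and in neither DKO library, and 58 the other way round. The highest count for a pair of 1 WT and 1 DKO library was 288. Of the WT-only sites, 45 lay within 1000 bp of a transcription start site and 1348 were distal. The strongest WT-only p300 site by mean −log10 q was intergenic, on chromosome 8 of mm9 from 106437850 to 106438142, 187512 bp from the start of Cdh5. The strongest DKO-only site was intergenic, on chromosome 10 from 71422469 to 71422653. At promoters the peak number was 223 ± 89.1 in WT and 99.5 ± 13.4 in DKO MEFs (SD, n = 2), a log2 change of −1.11 that did not pass the threshold (adjusted p = 0.066 from limma). At distal sites the change was −1.0 (adjusted p = 0.0212 from limma). When the 2974 top peaks of each library were compared, 293 sites were WT-only and 254 DKO-only. Of these top peaks 64.8% were shared within a genotype and 60.2% between genotypes on average.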

The number of significantly decreased p300 binding sites at enhancers and promoters, (869 and 427, respectively) was 20-fold higher than the sites that show increased occupancy (Fig. 4b, c). The chromatin binding of Brd3 was affected to a larger degree; at enhancers loss of HMGNs decreased significantly Brd3 binding at 5862 sites but increased the Brd3 binding at only 64 sites (Fig. 4g). 

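At distal sites, Brd3 peaks numbered 18439.5 ± 1034.5 in WT and 4196 ± 711 in DKO MEFs (SD, n = 2), a log2 change of −2.15 (standard error 0.15, adjusted p = 0.00265 from limma). WT-only distal sites numbered 6536, and DKO-only distal sites 11. The strongest WT-only Brd3 site lay between genes on chromosome 7 of mm9, from 90071962 to 90072391, 56373 bp from the start of Mex3b, with −log10 q of 44.2 and 44.4 in the WT replicates. When the same number of top peaks was taken from each library, 387 distal sites were WT-only and 176 DKO-only.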

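Near promoters, 4195 Brd3 sites were called in both WT libraries only, and 6 in both DKO libraries only. The promoter peaks numbered 13798.5 ± 145 in WT and 6063.5 ± 1112 in DKO MEFs (SD, n = 2), a log2 change of −1.20 (standard error 0.16, adjusted p = 0.0101 from limma). In a test chosen after the values were seen, the promoter change minus the distal change was 0.95 on the log2 scale (standard error 0.06, adjusted p = 0.00377 from limma). The DKO Brd3 libraries had the lower backgrounds, and promoter and distal peaks were not thinned separately. Depth may therefore contribute to this difference. With the same number of top peaks per library, 646 promoter sites were WT-only and 234 DKO-only. The strongest DKO-only Brd3 site lay in an intron of Ccdc125 on chromosome 13 of mm9, from 101439703 to 101439945, 384 bp from a transcription start site, with −log10 q of 15.9 and 6.41 in the DKO replicates.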

Similar effects are seen at MEF promoters where the loss of HMGN decreased Brd3 binding at 5090 sites (Fig. 4g). In agreement, aggregate plots show decrease chromatin occupancy of p300 and Brd3 at both enhancers and promoters (Fig. 4d, h).

**Fig. 4:**
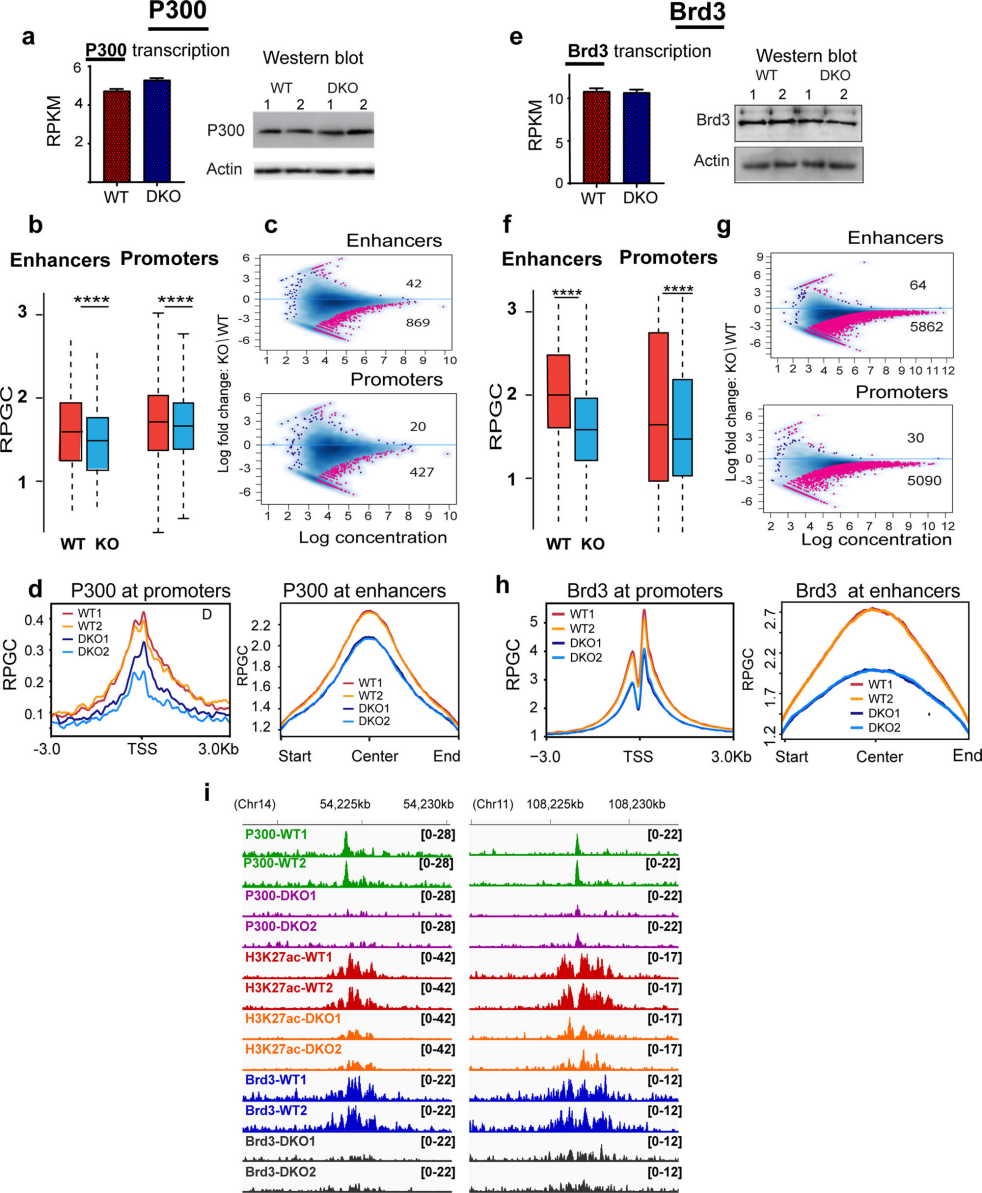
Decreased p300 and Brd3 chromatin binding in DKO MEFs. **a** Equal P300 expression in WT and DKO MEFs. **b** Box plots showing decrease P300 chromatin occupancy at enhancers and promoters of DKO cells. **c** MA plots showing differences in P300 chromatin binding between DKO and WT cells. Sites showing statistically significant differences (FDR < 0.05) are in red. Blue dots and blue density cloud represents all points corresponding to the non-changing regions. Note that most altered sites show decrease binding in DKO cells. **d** Profile plots showing decreased P300 occupancy at promoters and enhancers of DKO cells. **e** Equal Brd3 expression in WT and DKO MEFs. **f** Box plots showing decrease Brd3 chromatin occupancy at enhancer and promoters of DKO MEFs. **g** MA plot showing differences in Brd3 chromatin binding between DKO and WT cells. Sites showing significant differences (FDR < 0.05) are in red. Blue dots and blue density cloud represents all points corresponding to the non-changing regions. **h** Profile plots showing decreased Brd3 occupancy at promoters and enhancers of DKO cells. **i** IGV tracks showing reduced H3K27ac levels, and reduced P300 or Brd3 chromatin occupancy in DKO cells. All ChIP analyses from two biological replicates.

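In the first region of Fig. 4i, taken here as chromosome 14 of mm9 from 54222000 to 54231000, both WT p300 libraries had 1 peak and both DKO libraries 0. The p300 peak of WT replicate 1 lay from 54223964 to 54224179. Brd3 had 3 peaks in each WT library, and 1 and 0 in the DKO libraries. H3K27ac had 1 peak in WT replicate 1, which overlaps the 3 peaks of WT replicate 2, and 3 in each DKO replicate. The authors' fold enrichment of these peaks was 13.7 to 15.5 in the WT and 5.64 to 7.03 in the DKO replicates. In the second region, on chromosome 11 from 108222000 to 108232000, where the peaks lie in introns of Apoh, each Brd3 library of WT cells had 4 peaks and each DKO library 0. p300 had 1 peak in each of the 4 libraries, with the authors' −log10 q of 33.7 and 18.0 in the WT and 11.3 and 14.3 in the DKO replicates. H3K27ac had 4 and 3 peaks in the WT and 3 and 2 in the DKO replicates.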

Likewise, the expression levels of CEBPB, a TF that binds to chromatin with DNA sequence specificity^41^, were not affected by the loss of HMGN (Fig. 5a, Supplementary Fig. 10), but the CEBPB chromatin occupancy in DKO MEFs is noticeably diminished throughout the genome (Fig. 5b) and at both promoters and enhancers (Fig. 5c). 

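CEBPB peaks numbered 14197 and 14692 in the WT replicates and 4886 and 5328 in the DKO replicates. The log2 change was −1.50 (standard error 0.07, adjusted p = 0.00158 from limma), and stayed between −1.56 and −1.44 with each replicate left out in turn. On average, 95.6% of the DKO peaks overlapped a peak of a given WT library, a share that the longer WT lists raise. Among the 4886 top peaks of each library, 86.4% were shared within a genotype and 73.2% between genotypes on average. The promoter peaks numbered 1155.5 ± 17.7 in WT and 394 ± 26.9 in DKO cells (SD, n = 2), a log2 change of −1.55 (adjusted p = 0.00145 from limma). The distal peaks changed by −1.50 (adjusted p = 0.00183 from limma).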

Of the 19,392 CEBPB sites detected in WT cells, 10,865 and 8527 sites were lost and retained, respectively in DKO MEFs (Fig. 5d). 

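CEBPB sites called in both WT replicates numbered 12086. Of these, 6675 (55.2%) had no peak in either DKO replicate and 5411 had a peak in at least 1. In the reverse direction, 82 sites were called in both DKO replicates and in neither WT replicate. Pairs of 1 WT and 1 DKO library gave at most 48 sites. When a site counted as soon as either library of a genotype called it, 16769 sites were detected in WT cells, with 11156 lost and 5613 retained. The strongest WT-only site lay between genes on chromosome 5 of mm9, from 111089484 to 111089762, 7156 bp from the start of Ddx51. The authors' −log10 q for it was 179 and 178 in the WT replicates. The strongest DKO-only site lay in an intron of Ppap2a on chromosome 13, from 113653197 to 113653448, with −log10 q of 60.5 and 58.3 in the DKO replicates.

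Lost sites were mostly weaker peaks. WT sites were ranked by the mean −log10 p of the WT replicates and divided into 10 classes of equal size. In class 1, the weakest, 90.7% of the sites were lost. In class 6 it was 60.8%, and in class 10 0.827%.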

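The sequence TTGCNNAA, the core of the CEBPB motif, was searched on both strands within 100 bp of each CEBPB summit in the mm9 genome. It was present at 51.0% and 50.7% of the autosomal peaks of the WT replicates, and at 57.4% and 56.1% of those of the DKO replicates. At positions 5000 bp away from CEBPB sites the share was 8.65%. At the strongest CEBPB site found only in WT cells, on chromosome 5 with its summit at 111089626, the reference sequence from 111089606 to 111089646 is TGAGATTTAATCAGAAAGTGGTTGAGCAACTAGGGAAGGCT. The minus strand carries TTGCTCAA there from 111089627 to 111089634.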

The top CEBPB binding sequence motif in both WT and DKO cells corresponds to the canonical CEBPB binding motif (Fig. 5e), an indication that HMGN does not affect the DNA binding sequence specificity of CEBPB. For both lost and retained sites, the CEBPB ChIP seq peaks align narrowly on the center of the CEBPB binding motif, (Fig. 5f, top two lines); however, a search for TF DNA-binding sequence motifs uniquely present only in retained, or only in lost CEBPB sites show differences between these sites. The retained CEBPB sites are flanked by DNA binding motifs for additional transcription factors such as FOSB, JUN, and ATF3 (Fig. 5f, third line), while the lost CEBPB sites are not surrounded by known transcription factor binding motifs (Fig. 5f bottom line). In addition, the H3K27ac levels at retained sites are higher than at the lost sites (Fig. 5g). 

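The AP-1 motif TGASTCA, bound by factors of the FOS, JUN and ATF families, lay within 100 bp of the summit at 22.6% of the retained and 13.7% of the lost sites. At positions 5000 bp away the share was 3.57%. The odds ratio of retained against lost sites was 1.83 (Fisher's exact test across sites, two-sided, p = 1.2e-36). It lay between 1.72 and 1.85 with each replicate left out in turn. The odds ratio moved most, to 2.46, when the same number of top peaks was taken from each library (Fisher's exact test, p = 1.6e-13). These settings of the motif comparison were chosen after the values were seen. The CEBP motif itself was present at 57.3% of the retained and 48.8% of the lost sites (odds ratio 1.41, Fisher's exact test, p = 1.3e-20).

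**Figure D2:**
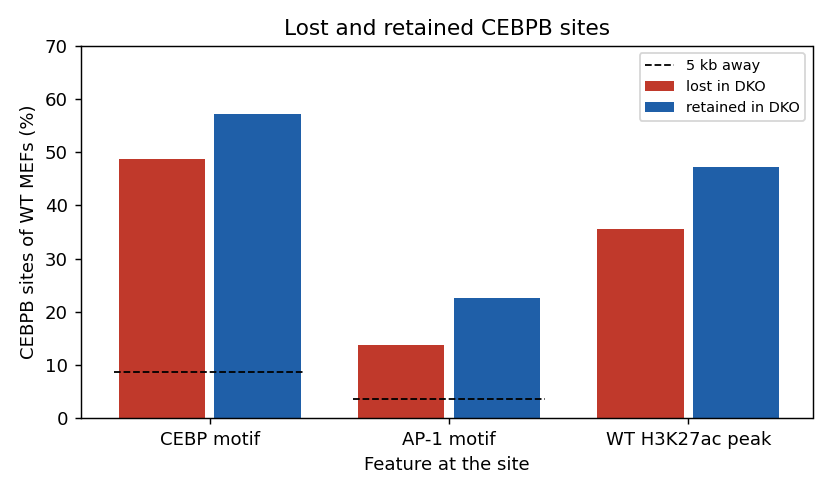
Share of the lost and the retained CEBPB sites of WT MEFs with a CEBP motif, an AP-1 motif or an H3K27ac peak of WT cells, in percent. Dashed lines give the motif shares at positions 5000 bp away.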

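An H3K27ac peak of either WT library overlapped 47.1% of the retained and 35.6% of the lost CEBPB sites, an odds ratio of 1.62 (Fisher's exact test across sites, two-sided, p = 5.8e-38). With the CEBPB summit required to lie inside the H3K27ac peak, the shares were 24.5% and 23.2% (odds ratio 1.07, Fisher's exact test, p = 0.098). Among CEBPB sites with an H3K27ac peak, the median of the highest fold enrichment that the authors' caller gave was 8.67 at retained and 8.98 at lost sites in WT replicate 1, and 8.55 and 8.80 in WT replicate 2. These medians leave out the sites without an H3K27ac peak, so they do not compare H3K27ac levels over all retained and lost sites.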

In WT MEFs, 64% of CEBPB binding sites localized to chromatin regions showing H3K27ac reads; 86% of these also showed HMGN1 and HMGN2 occupancy. 

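Of the CEBPB peaks of WT MEFs, 38.0% ± 0.789 (SD, n = 2) overlapped by 1 bp or more an H3K27ac peak called in either WT library. The counts were 5476 peaks in replicate 1 and 5503 in replicate 2. The share rose to 53.0% when an H3K27ac peak within 1000 bp was enough, and fell to 23.2% when the CEBPB summit had to lie inside the H3K27ac peak. HMGN1 and HMGN2 occupancy was not analysed here.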

At nonacetylated sites, the co-occupancy of CEBPB with HMGN was only 39% (Fig. 5h). 

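In the region of chromosome 14 of mm9 from 44830000 to 44840000, CEBPB had 1 peak in each WT library, from 44834169 to 44834644 in replicate 1, with the authors' −log10 q of 27.9. No CEBPB, H3K27ac, p300 or Brd3 peak was called in any DKO library within this region. The WT H3K27ac libraries had 2 and 3 peaks there. In the region of chromosome 17 from 84765000 to 84770000, where the peaks lie in introns of Thada, each WT CEBPB library had 1 peak, from 84767119 to 84767285 in replicate 1, and each DKO library 0. H3K27ac peaks numbered 4 and 5 in the WT and 2 and 3 in the DKO replicates.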

Representative IGV screenshots visualizing epigenetic changes at CEBPB binding sites are shown in Fig. 5i.

**Fig. 5:**
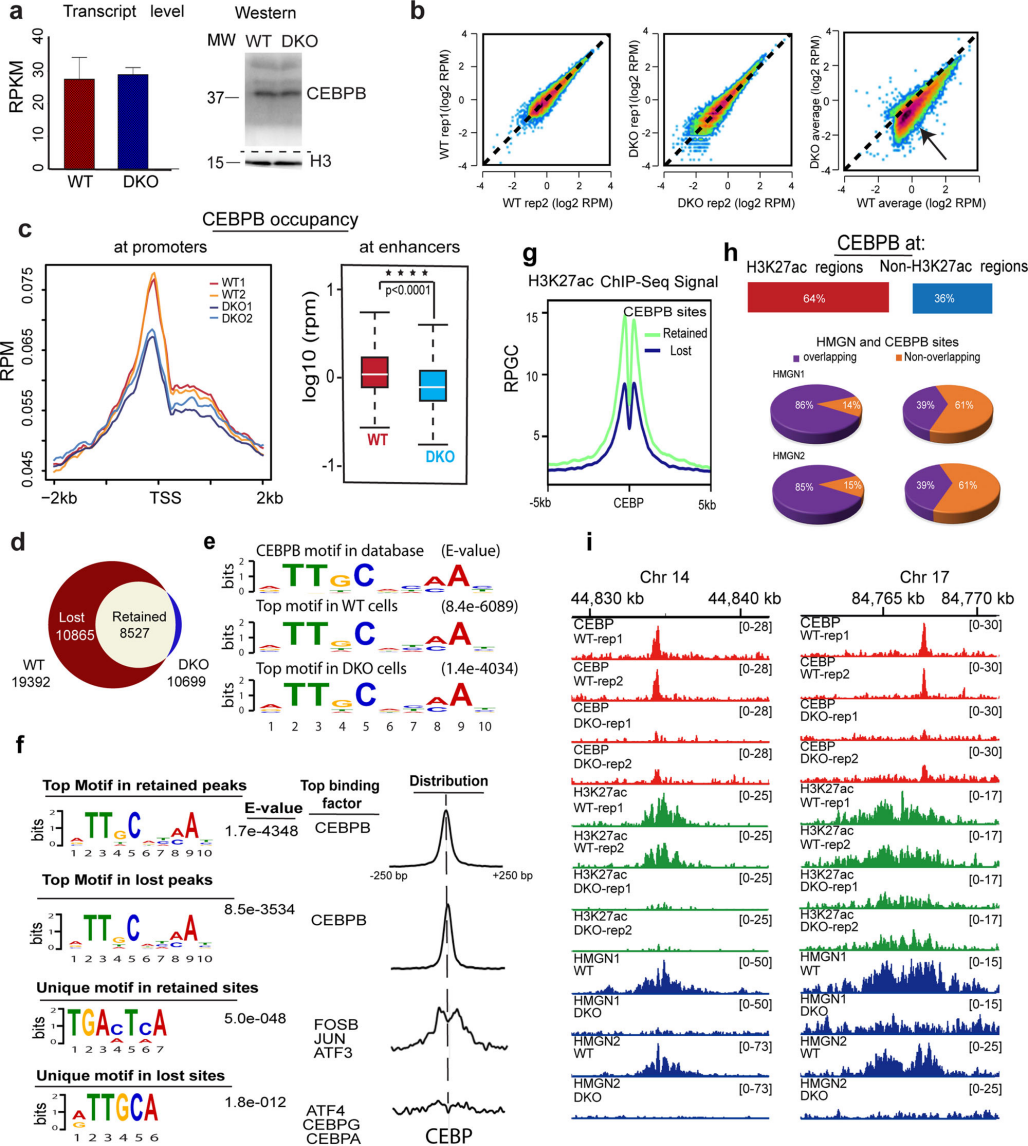
Decreased CEBPB chromatin binding in DKO MEFs. **a** Equal levels of CEBPB transcript and protein in WT and DKO MEFs**. b** Scatter plot comparing intensities of CEBPB peaks between biological replicates of WT (left), and of DKO cells (center). Right scatter plot shows reduced CEBPB chromatin binding in DKO cells. **c** Decreased CEBPB binding at TSS and enhancers of DKO cells. **d** Venn diagram showing CEBPB chromatin binding sites in WT and DKO MEFs. **e** Top DNA sequence motif underlying the CEBPB binding sites in WT and DKO cells, compared with the CEBPB motif in database. **f** Top and unique motifs in retained and lost CEBPB binding sites. Lost CEBP sites are defined as present in WT but not in DKO cells. The diagrams to the right show the location of the DNA binding motifs relative to the center of the CEBPB binding motif. **g** H3K27ac levels at lost or retained CEBPB sites in WT cells. **h** Overlap between CEBPB, H3K27ac and HMGN occupancy. **i** IGV snapshots showing loss of CEBPB binding in DKO cells at regions overlapping with H3K27ac. All ChIP analyses from two biological replicates.

Thus, the binding of CEBPB to chromatin is modulated by, but not exclusively dependent on, the presence of HMGN protein. 

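Both features of the retained CEBPB sites were set against peak strength, since few of the strongest WT sites were lost. Within the 10 classes of WT CEBPB peak strength, the Mantel-Haenszel odds ratio at retained against lost sites was 2.40 for the AP-1 motif (95% confidence interval 2.13 to 2.72). For an H3K27ac peak it was 1.07 (95% confidence interval 0.972 to 1.18). In class 5, 29.9% of the retained and 12.1% of the lost sites had the AP-1 motif, and 32.2% and 34.9% had an H3K27ac peak. In class 9, 51.9% of the retained and 41.1% of the lost sites had an H3K27ac peak. Retained sites had this peak more often than lost sites in each of classes 7 to 10, and less often in classes 3 to 6. The pooled odds ratio averages over the classes, and a difference between classes was not tested. From the flanking motifs and the H3K27ac levels at lost and retained sites (Fig. 5f, g), the paper concludes that sites with further motifs or high H3K27ac depend less on HMGN.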

CEBPB binding sites that contain motifs for additional transcription factors or show high H3K27ac reads are less affected by the loss of HMGNs than sites that show low H3K27ac levels and are not in proximity to additional TFs. Similar studies show that HMGNs affect the chromatin interactions of TFs known to play a role in the development and function of mouse B cells. 

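Resting B cells (rBs) of WT and DKO mice were analysed by ChIP-seq in the same way as the MEFs, with antibodies to IKAROS, ETS1, IRF8, PAX5 and OCT2 and 2 biological replicates per genotype. Peaks were again called by the authors per library, and the peak numbers entered the same limma model. The lowest background lay between 1.23 and 3.78 in the WT libraries. Of the DKO libraries, the pileups could be solved only for ETS1 replicate 2 (lowest background 1.96) and IRF8 replicate 1 (1.96), so the depth of the other DKO libraries is unknown. At Hmgn2, each WT IKAROS library had 1 peak within 1000 bp of the gene and each DKO library 0. At Hmgn1, all 4 IKAROS libraries had 1.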

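In rBs, the number of IKAROS peaks was 9102 and 10969 in the WT and 5032 and 4838 in the DKO replicates, a log2 change of −1.02 (standard error 0.12, adjusted p = 0.00673 from limma). ETS1 gave 4524 and 4561 peaks in WT and 1220 and 1098 in DKO cells (log2 change −1.97, adjusted p = 0.00158 from limma). IRF8 gave 886 and 868 against 370 and 284 (−1.44, adjusted p = 0.00673 from limma), and PAX5 231 and 280 against 28 and 34 (−3.04, adjusted p = 0.0019 from limma). PAX5 moved most of these, to −3.63 for peaks with a fold enrichment of at least 4. Without DKO replicate 2, the adjusted p for IKAROS from limma was 0.0548. Without WT replicate 1 or 2, that for IRF8 was 0.0729 and 0.0704. Near promoters the log2 changes were −0.87 for IKAROS, −2.25 for ETS1, −2.03 for IRF8 and −4.10 for PAX5. At distal sites they were −1.15, −1.84, −1.37 and −2.80. The highest adjusted p of these 8 changes was 0.0111 from limma. The PAX5 promoter value rests on 4 ± 1.41 peaks in DKO cells (SD, n = 2). On average between 90.7% (IRF8) and 98.3% (IKAROS) of the DKO peaks overlapped a peak of a given WT library, shares that the longer WT lists raise.

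**Figure D3:**
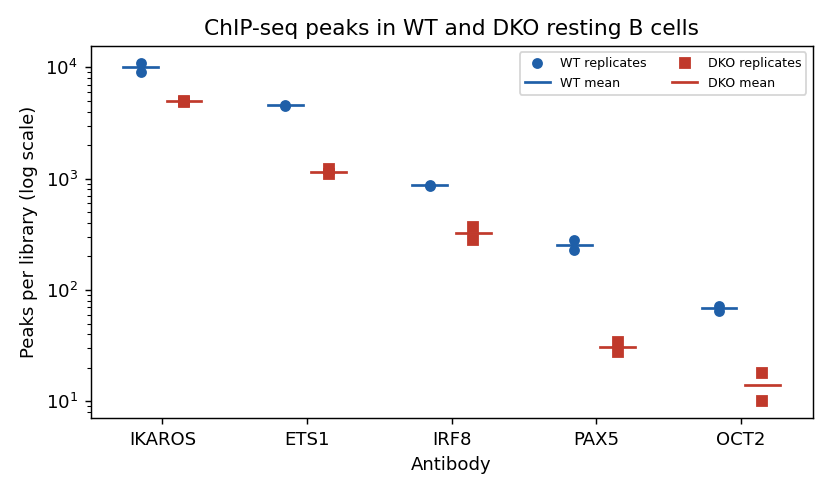
Peaks per ChIP-seq library in resting B cells for each antibody, on a log scale. Points are the 2 replicates of WT and DKO cells, and lines are the means of each genotype.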

ChIP analyses of IKAROS, ETS1, IRF8 and PAX5 in resting B cells isolated from WT and DKO mice show that invariably, loss of HMGN reduced the binding of the TFs to chromatin throughout the genome and at both enhancers and promoters (Supplementary Fig. 11).

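ChIP-seq of WT and DKO embryonic stem cells (ESCs) covered Klf4, CTCF, NANOG, SOX2 and OCT4 here, with 2 biological replicates per genotype and peaks called per library as in MEFs. The lowest background was 1.12 and 1.19 in the WT and 1.43 and 1.57 in the DKO Klf4 libraries. For OCT4 it was 0.924 and 1.30 against 1.03 and 1.43, and for SOX2 1.50 and 1.56 in WT cells against 1.74 in DKO replicate 1. In the CTCF and NANOG lists and SOX2 DKO replicate 2 at most 0.622% of the pileups were whole numbers, so their depth is unknown.

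Klf4 gave 5545 and 4003 peaks in the WT and 4859 and 5924 in the DKO ESCs, a log2 change of 0.19 that did not pass the threshold (standard error 0.23, adjusted p = 0.471 from limma). Its sign changed without WT replicate 2 (−0.05), and also after thinning to the lowest background together with a −log10 p of at least 10 (−0.19), a setting chosen after the values were seen. Klf4 sites found in both replicates of one genotype and in neither of the other numbered 286 in WT and 548 in DKO cells, against up to 447 for pairs of 1 WT and 1 DKO library. The strongest WT-only Klf4 site lay in an intron of Ube2r2 on chromosome 4 of mm9, from 41104086 to 41104326, and the strongest DKO-only site in an intron of Csda on chromosome 6, from 131327452 to 131327713.

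CTCF gave 62420.5 ± 497 peaks in WT and 64631.5 ± 3.54 in DKO ESCs (SD, n = 2), a log2 change of 0.05 (standard error 0.04, adjusted p = 0.33 from limma). With a trended prior variance, the same change had an adjusted p of 0.0231 from limma. WT-only CTCF sites numbered 931 and DKO-only sites 2048, and pairs of 1 WT and 1 DKO library gave up to 470. When the same number of top peaks was taken from each library, the numbers were 1380 and 1460. The strongest WT-only CTCF site lay in an intron of Stk10 on chromosome 11, from 32515818 to 32516507, and the strongest DKO-only site between genes on chromosome 14, from 49588396 to 49588744.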

In ESCs, loss of HMGN leads to a marked reduction in the chromatin binding of the H3K27ac reader Brd4 (Fig. 6, top lane), and to a more moderate loss of chromatin binding of Klf4 (Fig. 6, 2nd lane) and CTCF (Fig. 6, 3rd lane), two TFs known to affect global chromatin topology^42^. 

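In ESCs, NANOG peaks numbered 52307 and 53524 in the WT and 62697 and 64486 in the DKO replicates, a log2 change of 0.27 (standard error 0.04, adjusted p = 0.0148 from limma). SOX2 gave 10324 and 10222 peaks in WT and 16174 and 17144 in DKO cells (log2 change 0.70, standard error 0.05, adjusted p = 0.00361 from limma). OCT4 gave 11140 and 12627 peaks in WT and 26742 and 30864 in DKO cells (log2 change 1.28, standard error 0.12, adjusted p = 0.00482 from limma). With every OCT4 library thinned to the lowest background, the log2 change was 1.23. It moved most, to 1.07, with a −log10 p of at least 10 as well, which was chosen after the values were seen. The background on chromosome X was 0.970 and 0.981 of the autosomal level in the DKO OCT4 libraries, against 0.703 and 0.677 in WT. Another input behind the DKO OCT4 lists is a candidate cause. The pileup per lowest background at shared autosomal sites, which uses no input, was higher in DKO cells by 0.70 on the log2 scale. Without WT replicate 1, the adjusted p from limma rose to 0.0999 for NANOG, 0.0539 for SOX2 and 0.0567 for OCT4.

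On average, 95.6% of the WT OCT4 peaks overlapped a peak of a given DKO library, a share that the longer DKO lists raise. Among the 11140 top OCT4 peaks of each library, 86.9% were shared within a genotype and 79.0% between genotypes on average. WT-only sites numbered 1754 for NANOG, 122 for SOX2 and 66 for OCT4, and DKO-only sites 7541, 3447 and 10116. Pairs of 1 WT and 1 DKO library gave up to 1104, 250 and 276. When the same number of top peaks was taken from each library, OCT4 had 891 WT-only and 1129 DKO-only sites. The strongest DKO-only NANOG site lay on chromosome 7 from 55691915 to 55692493 of mm9, and that of SOX2 on chromosome 9 from 11106272 to 11106658, both between genes. The strongest DKO-only OCT4 site lay in introns of Cacna2d4 and Lrtm2 on chromosome 6 from 119274807 to 119275374, with the authors' −log10 q of 111 and 194 in the DKO replicates. The strongest WT-only NANOG site lay in an intron of Lypd6b on chromosome 2 from 49740713 to 49741220. Those of SOX2 and OCT4 lay between genes, on chromosome 8 from 52255619 to 52255949 and on chromosome 11 from 111258874 to 111259181.

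**Figure D4:**
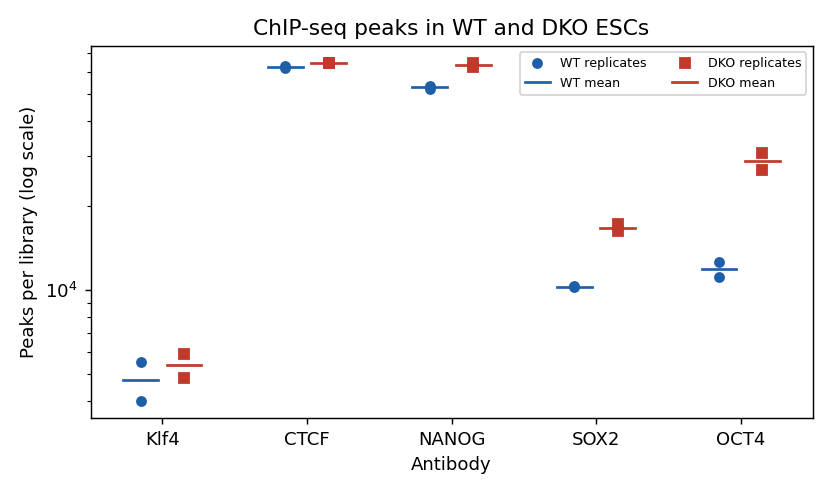
Peaks per ChIP-seq library in ESCs for each antibody, on a log scale. Points are the 2 replicates of WT and DKO cells, and lines are the means of each genotype.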

Interestingly, the pluripotency factors NANOG, SOX2 and OCT4, whose nucleosome binding motifs are located in proximity to HMGN binding sites, show higher chromatin occupancy in DKO ESCs than in WT cells (Fig. 6, bottom 3 lanes).

**Fig. 6:**
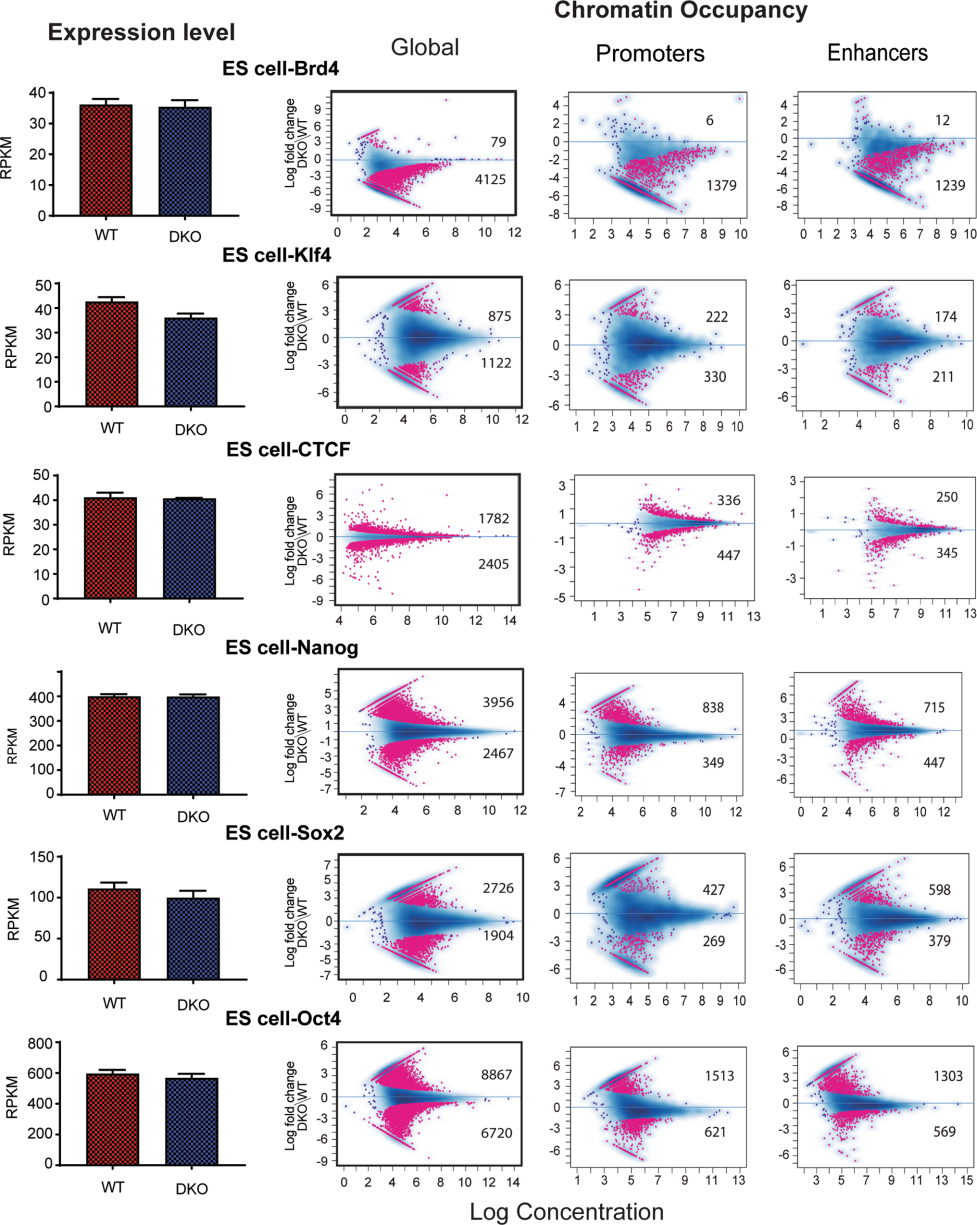
Altered chromatin occupancy of transcription factors in DKO ESCs cells. Bar graphs on left show transcript levels determined by RNA seq analysis. MA plots show differences in TF chromatin binding between DKO and WT cells. Sites showing significant differences (FDR < 0.05) are in red; the number of up- and downregulated sites are indicated in each panel. Blue dots and blue density cloud represent all points corresponding to the non-changing regions. All data from 2 biological replicates.

Thus, ChIP analyses in MEFs, rBs and ESCs consistently show that loss of HMGN alters the interaction of TFs with chromatin; however, the magnitude and type of effect is context-dependent on the exact mode of interaction of a TF with its cognate binding site in chromatin.

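Over the 16 antibodies in MEFs, rBs and ESCs, 9 had fewer peaks and 3 had more peaks in DKO cells at the 0.05 threshold of limma's adjusted p. Without WT replicate 1 these numbers were 4 and 0. The mean log2 change was 0.50 over the 5 antibodies of ESCs, −0.96 over the 6 of MEFs and −1.96 over the 5 of rBs. ESCs differed from MEFs by 1.46 (exact permutation test of antibodies over cell types, two-sided, p = 0.013). They differed from rBs by 2.46 (exact permutation test, p = 0.00794, the smallest that 252 splits allow). MEFs differed from rBs by 1.00 (exact permutation test, p = 0.0736), and by 0.48 without the histone antibodies and OCT2 (exact permutation test, p = 0.486). No antibody was used in more than 1 cell type here, so cell type and antibody cannot be separated in this comparison. From these ChIP analyses the paper concludes that loss of HMGN changes how TFs interact with chromatin, to a degree that depends on the way a TF binds its site.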

## Discussion

H3K27ac is a major epigenetic mark of active chromatin while HMGNs are ubiquitous nuclear proteins that bind dynamically to chromatin without specificity for DNA sequence. Previous studies demonstrated that genome wide, HMGNs colocalize with H3K27ac^21,22^. Super-enhancers, regions known to have a high content of H3K27ac nucleosomes, show a strong correlation between HMGN occupancy and cell-type-specific super-enhancer activity; HMGNs localize to a specific genomic region only when it acts as a super-enhancer, i.e., has a high content of H3K27ac nucleosomes. The same sequence (in another cell type, or at different differentiation stage) that does not serve as a cell-type-specific super enhancer, and does not have a high content of H3K27ac, does not show high HMGN occupancy^22^. Furthermore, during reprograming of MEFs to induced pluripotent stem cells (iPSC), HMGNs relocate from the acetylated MEFs enhancers regions to the acetylated iPSCs regulatory regions, supporting the notion that HMGN bind preferentially to the regions containing H3K27ac regardless of the underlying DNA sequence^22^. Now we show a direct correlation between the signal intensity of H3K27ac and HMGN occupancy (Fig. 1b) and using an acetylase inhibitor we show that in living cells, a decrease of H3K27ac reduces HMGN1 occupancy. Thus, multiple types of experiments show that HMGNs bind preferentially to chromatin regions containing high levels of H3K27ac nucleosomes.

Here we analyze the determinants that facilitate the binding of HMGN to regulatory regions enriched in H3K27ac nucleosomes and identify H3K27ac as an epigenetic signal that facilitates the localization of HMGNs to specific chromatin sites, thereby leading to epigenetic changes that affect the binding of TFs to chromatin. Likely, H3K27ac is not the only epigenetic mark that affects the binding of HMGN to chromatin; additional epigenetic marks may also contribute to the preferential localization of HMGN to the regulatory region. Indeed, previous analyses^21,22^ revealed that genome wide, within a span of 5000 bp or more, HMGNs colocalize with several epigenetic marks of active chromatin. Now we show colocalization of HMGN with H3K27ac nucleosome at a higher resolution, within a span of 160 bp, i.e. the span of a single nucleosomes. Our findings that H3K27ac-modified nucleosomes help recruit HMGN proteins to chromatin regulatory sites provide novel insights into epigenetic factors that fine-tune cell-type-specific transcription and stabilize cell identity.

HMGN proteins bind to nucleosomes regardless of whether they are or are not acetylated at H3K27. However, in the genome, HMGNs colocalize with H3K27ac because they bind preferentially to H3K27 acetylated MNs, as compared to nonacetylated MNs. This preference is seen not only in the genome of cultured cells but also in experiments containing only HMGN and recombinant MNH3K27ac, an indication that the increased binding of HMGN to chromatin regions containing H3K27ac is not dependent on special cofactors, on unique nucleosome spacing, or on the presence of additional modifications on the targeted nucleosomes. Thus, the presence H3K27ac, is sufficient to preferentially target HMGNs to MNH3K27ac. The preference is not due to the acetyl moiety itself since a peptide containing the H3K27ac residue does not inhibit the binding of HMGN to MNH3K27ac, and HMGNs do not show preference for H3K9ac nucleosomes. Considering the mechanisms driving the preference for MNH3K27ac, we note that previous studies show that HMGNs bind to MNs through a conserved nucleosome binding domain that contacts the nucleosome near the nucleosome dyad^43^ and at the nucleosome acidic patch in the H2A.H2B dimer^19^. Point mutations in this domain abolish the binding of HMGN to nucleosomes suggesting that this domain is not involved in the preferential binding of HMGN to acetylated nucleosomes. The HMGN C-terminal contacts the N-terminal of H3^33^ and disrupts its interaction with the linker DNA^18^, yet we find that deletion of the HMGN C-terminal domain does not abolish the preferential binding of HMGN to MNH3K27ac. These analyses suggest that an HMGN protein does not contain specific regions that can distinguish between acetylated and non-acetylated MNs.

We identify two major factors that determine the preferential binding of HMGN to MNH3K27ac: the presence of the acetylated H3K27 residue and the presence of linker DNA, yet the HMGNs interaction with the acetylated H3K27 residue is not the major factor determining the preferential binding to acetylated MNs and HMGNs bind well to the linker-less 146 bp core particle. In considering how acetylation of H3K27 affects HMGN binding, we note that the unstructured H3 tail interacts with both the linker DNA and with the DNA surrounding the histone octamer. The interaction of the H3 tail with nucleosomal DNA can affect nucleosome dynamics^44,45^ and alter the DNA conformations, especially in regions close to the nucleosome dyad axis, a region where HMGNs bind to the nucleosome^18,43^. Modifications such as lysine acetylation can alter the local conformation of the H3 histone tail and its interaction with the DNA^46^. Thus, together with previous information, our results suggest that acetylation of H3K27 leads to conformational changes in the nucleosome that facilitate binding of HMGN, thereby increasing the time that an HMGN molecule resides at a specific chromatin regulatory site.

An important consequence of increased HMGN chromatin residence time is a decrease in the chromatin residence time of histone H1^16^, a protein known to promote chromatin compaction^8^. Conversely, a decrease in HMGN levels enhances the interaction of H1 with chromatin, as we previously observed in studies of specific genomic loci^47,48^ and in this study globally, using cells derived from mice lacking both HMGN1 and HMGN2 (DKO cells). These effects are most obvious at enhancers and promoters, regions which are marked by a high level of H3K27ac and high HMGN occupancy. The most highly acetylated promoters, which also show the highest HMGN occupancy in WT cells, show the highest increase in H1 occupancy in DKO cells (Supplementary Fig. 8). Histone H1 facilitates the binding of PRC2-EZH2 to chromatin and stimulate the methylation of H3K27^8,49^. Indeed, DKO cells show increased H3K27me3 levels at enhancers and the highest increase in H3K27me3 levels at the most active promoters, i.e. promoters that in WT cells showed the highest acetylation levels and HMGN occupancy (Supplementary Fig. 8). Nevertheless, we have not excluded the possibility that HMGN also affects the binding of histone methylases to chromatin.

Given the preferential binding of HMGN to MNH3K27ac in active chromatin, it could be expected that loss of HMGN would affect the binding of TFs to chromatin. Indeed, loss of HMGNs decreased the chromatin binding of most of the TFs analyzed, especially that of factors that interact with H3K27 residues such as p300, Brd3, and Brd4; their chromatin binding was markedly reduced in cell lacking HMGNs. Detailed analysis of CEBPB binding indicates that the HMGN effects depend on several additional factors, including the local levels of acetylation and the presence of cofactors that affect the binding of a specific TFs to chromatin. Interestingly, loss of HMGNs do not always reduce the binding of TFs to chromatin. We find that SOX2, OCT4 and NANOG, TFs whose binding sites^50,51^ are in proximity to the nucleosomal binding sites of HMGNs^43^, show increased chromatin binding in DKO. The interaction of Sox2 and Oct4 with nucleosomes can lead to detachment of DNA termini from the histone octamer and to distortion in the histone-DNA contacts. The HMGN nucleosome binding sites have been mapped to the major groves flanking the nucleosome dyad axis^43^ and thermal denaturation studies indicate that HMGNs stabilize the structure of MN by minimizing the unraveling of the DNA strands at the end of the particle^30,52^. Thus, the increased chromatin occupancy of SOX2, NANOG, OCT4 in DKO cells agree with the known location of HMGN on the nucleosome and the effects of HMGN on nucleosome stability. Most likely, for these transcription factors, the presence of HMGN hinders access to their specific binding site in the nucleosome and may hamper their ability to unravel the structure of the nucleosome.

Taken together, the results suggest that the effects of HMGNs depend on the exact mode of TF interaction with chromatin. HMGNs did not significantly alter H3K27ac levels at promoters, perhaps because at these sites the chromatin accessibility is enhanced by multiple regulatory factors, minimizing the specific impact of HMGN. HMGNs modulate and fine-tune rather than absolutely determine their chromatin binding of TFs. Nevertheless, changes in HMGN levels do alter gene expression and destabilize cell identity, supporting the finding that HMGNs alter the binding of cell-type-specific TFs to chromatin^22,23,53,54^.

The H3K27ac mediated recruitment of HMGN to chromatin regulatory regions provides a molecular mechanism for the experimental findings from many laboratories, which repeatedly show that changes in HMGN levels alter cell-type-specific gene expression^23^. Although HMGNs bind dynamically to chromatin and constantly move through the entire nucleus, they preferentially localize to cell-type-specific super enhancers, chromatin regions that are enriched in MNH3K27ac. The relatively long residence time of HMGNs at these regulatory sites reduces the chromatin residence of H1 and facilitates TFs access to their specific sites, thereby stabilizing cell identity^22,24,53^. Changes in HMGN levels can lead to epigenetic changes that affects the binding of TFs to their specific sites (see model on Fig. 7), resulting in cell-type-specific changes in gene expression that could affect the cellular phenotype. Indeed, mice lacking both HMGN1 and HMGN2 show multiple phenotypes^21^, reflecting the ubiquitous HMGN expression in all vertebrate cells. In humans, the increase incidents of B cells acute lymphoblastic leukemia seen in Down syndrome was directly attributed to epigenetic changes and altered transcription mediated by increased HMGN1 levels due to the extra copy of *HMGN1*, which is located on human chromosome 21^25,54^. Significantly, in both human and mouse cells, overexpression of HMGN1 leads to upregulation of H3K27ac and downregulation of H3K27me3 levels^26^, further evidence that altered HMGN levels can lead to epigenetic changes that affect the fidelity of cell-type-specific gene expression and impact the cellular phenotype.

**Fig. 7:**
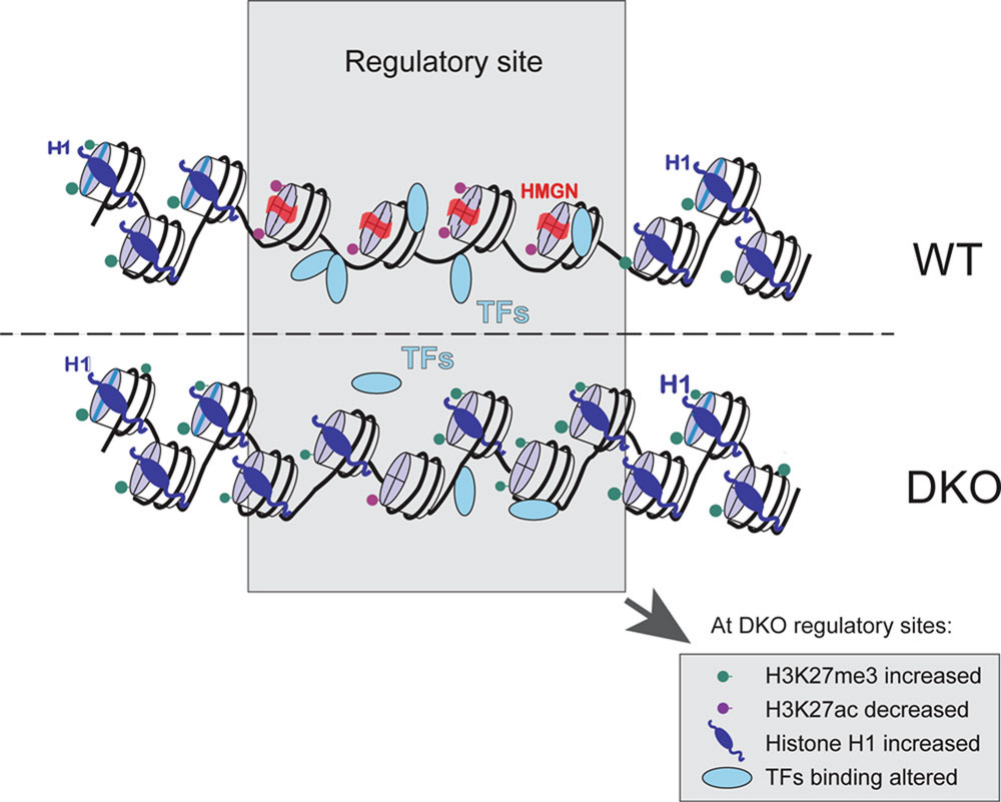
Model of HMGN-mediated epigenetic changes occurring at chromatin regulatory sites. The major changes are indicated in the boxed region at the bottom of the image.

## Methods

### Antibodies, recombinant nucleosomes, peptides, and cell lines

Rabbit polyclonal to H1, HMGN1, HMGN2, and H3 were from our laboratory, anti H3K27ac (Abcam#ab4729), anti H3K27me3 (Abcam#ab6002), monoclonal anti H1(Milipore-Sigma #05-457), anti CEBPB (Abcam#ab32358), Anti-Brd3 (Active Motif #61489), Anti-Brd4 (Bethyl Laboratories #A301-985A100), Anti-CEBPB (Abcam #ab32358), Anti-CTCF (EMD Millipore #07-729), Anti-Ets1 (Active Motif #39580), Anti-Ikaros (Active Motif #39355), Anti-Irf8 (Bethyl Laboratories #A304-027A), Anti-Klf4 (Abcam #106629), Anti-Nanog (Active Motif #61419), Anti-Oct4 (Abcam #ab19857), Anti-p300 (Active Motif #61401), Anti-Pax5 (Abcam #183575), Anti-Sox2 (Abcam #97959).

The following recombinant mononucleosomes were purchased from Active Motif: unmodified (#81070); H3K27me3 modified (#81834), H3K27ac modified (#81077).

Wild type and HMGN DKO mouse embryonic fibroblasts, embryonic stem cell lines^55^ and resting B cells^56^ were as previously described. Peptides Histone H3 (23–34) peptide, KAARKSAPATGG and Histone H3K27ac (23–34) peptide, KAAR - K(Ac)—SAPATGG were from AnaSpec, Inc.

### ChIP-Western for HMGN1 and HMGN2

Mono and oligo nucleosomes devoid of protein (salt stripped chromatin particles) were prepared from mouse embryonic fibroblasts (MEFs) derived in our laboratory and from chicken erythrocytes (Rockland R401-0050) as described^57,58^. Briefly, purified nuclei were digested by micrococcal nuclease, the chromatin prepared, non-core histone proteins removed by centrifugation in 0.5 M NaCl solutions and cation-exchange chromatography, and the salt-stripped chromatin particles loaded on 5–20% sucrose gradient. Fractions containing either mononucleosomes (MN) and oligonucleosomes (ON, containing 2-5 nucleosomes) were pooled and dialyzed against 10 mM NaCl, 10 mM Tris-Cl, pH 7.5, 1 mM EDTA. For ChIP-Western analysis the dialyzed nucleosomes were mixed with recombinant HMGN1 or HMGN2 (HMGN:histoneH3 = 50:1 molar ratio) and cross-linked with 1% formaldehyde for 10 minutes at room temperature. After quenching with 0.5 M glycine the HMGN-nucleosome complexes were immunoprecipitated using ChIP-IT Express kit (Active Motif, Cat. No. 53008) with either anti-HMGN1, anti-HMGN2 antibodies, or normal rabbit IgG as control. The immunoprecipitated nucleosomes and 2% of the input material were de-cross-linked by heating to 95^o^ for 45 min, and histone H3 isolated by HPLC (Agilent Technologies 1200 series) using a Luna 5 µm CN 100 Å HPLC column (Phenomenex, Cat. No. 00D-4255-E0). Equal amounts of H3, as determined by OD220, from bound and input material were blotted on Immobilon PVDF membranes (Millipore, Cat. IPVH304F0), using Schleicher & Schuell Minifold Spot-Blot System and the blots subjected to western analyses.

### Fluorescent labelling of mononucleosomes

For in vitro binding studies, commercial recombinant mononucleosomes (rMN), or rMN containing H3K27 modifications (Active Motif) were first end-labelled with aminoallyl dUTP using recombinant Terminal Deoxynucleotidyl Transferase (TdT), and then concentrated by spin-dialysis (Ultracel 30 K, Millipore). The dialyzed rMNs were then labeled with either Alexa Fluor 488 (Green-Fluorescent) or Alexa Fluor 647 (Red-Fluorescent) with succinimidyl ester labeling kits (ARES DNA Labeling Kit, Invitrogen, Cat A21665 and A21676). The fluorescent labelled rMN were concentrated by spin-dialysis.

### Two-color gel mobility shift assays

Mobility shift assays were performed as described^59^ at ionic strength conditions that lead to binding of 2 molecules of HMGN per nucleosome. Binding reactions contained 100 nM of chromatin particles (25 ng/µl) in 10 μl binding buffer (2×TBE, 0.15 mg/ml BSA and 5% Ficoll). HMGN1, HMGN2 proteins were added to chromatin particles to generate the molar ratio to nucleosomes listed in the figure legends. The mixtures were incubated at 4 °C for 10 min and loaded onto non-denaturing 5% polyacrylamide gels in 2× TBE (45 mM Tris-Borate, pH 8.3, 1 mM EDTA) and run at 4 °C. The gel was scanned with ChemiDoc MP (BioRad) using duplex fluorescence detection mode (for Alexa Fluor 488 and Alexa Fluor 647). The images were analyzed by Image Lab Touch Software and QuantityOne (BioRad). The ratios between nonshifted nucleosomes (i.e., devoid of HMGN) and shifted (HMGN-bound nucleosomes) were calculated for every titration point.

### Chromatin immunoprecipitation, Illumina library construction and sequencing

The ChIP-Seq procedure was performed as recommended by Active Motif (Carlsbad, CA) Instruction Manuals for ChIP-IT High Sensitivity, ChIP-IT Express, and Chromatin IP purification kits. Briefly, about 10^7^ cultured cells were fixed in medium with 1% formaldehyde (v/v) for 10 min at room temperature on a rocking platform, followed by quenching with 125 mM glycine. Crosslinked cells were washed and incubated in 1 ml Chromatin Prep Buffer containing 1 μl proteinase inhibitor cocktail (PIC) and 1 μl of 100 mM PMSF for 10 min on ice followed by centrifugation at 1250× *g* for 3 min at 4 °C. The pellets were resuspended in 250 μl ChIP Buffer with 2.5 μl PIC and 2.5 μl 100 mM PMSF and sonicated for 10 cycles with Bioruptor (30 s on/ 30 s off). Aliquots of 25 μl of sonicated chromatin were used to generate the input DNA. 5–10 μg of affinity-pure ChIP-grade antibodies) were then added to the rest of the chromatin samples and incubated overnight at 4 °C with rotation. Following incubation 30 µl of protein G agarose beads or Magnetic Beads were added to each reaction and the mixtures were further incubated for 3 h or O/N at 4 °C. The beads were washed five times with Wash Buffer AM1 (Active Motif). ChIP DNA was eluted in 100 μl Elution Buffer AM4 (Active buffer). Cross-links were reversed at 65 °C overnight in the presence of 3 μl of 10% SDS and 5 μl of proteinase K (20 mg/ml). The DNA samples were eluted in 21 μl of elution buffer using MiniElute kit (Qiagen). ChIP-seq library was prepared following the manufacturer’s instructions (Illumina). Briefly, immunoprecipitated and input DNA were blunt ended, ligated to adapters, amplified with PCR and size selected. The ChIP templates were sequenced at 75 bp single read length with Illumina NextSeq 500 system or 101 bp paired-end length with HiSeq 2000 by the NIH CCR sequencing facility (for details see data submission file). For the various samples the number of trimmed reads, successfully mapped to the mouse genome, ranged from 12 to 74 million per sample, with an average of 27 million reads with over 80% of trimmed, non-duplicated reads mapped to the genome. Sequence reads were aligned to the Build 37 assembly of the National Center for Biotechnology Information mouse genome data (NCBI37/mm9). Super-enhancers and enhancers were identified as described before (21). Data for the following histone marks and HMGN were downloaded from GEO archive (accession numbers are indicated in brackets) and processed in the same way as described in the methods section: ES cells: H3K9ac (GSM2417092), H3K4me1 (GSM2629668), H3K27ac (SRP154652) H3K122ac (SRR3144856), HMGNs (SRP154652), H3K27me3 (SRP068453);MEF cells: H3K9ac (GSM1979773), H3K4me1 (GSM3272827), HMGNs(SRP154652); rB cells-H3K27ac(SRP154652), HMGNs(SRP154652). H3K27me3(GSM2184272) All of the rest of the data, were generated in our laboratory.

### Quantification and Statistical Analysis

Chromatin binding peaks were initially selected for analysis based on a q-value cutoff 0.01 for broad and 0.05 for narrow regions as reported by the MACS2 peak-calling algorithm (broad or narrow). Peaks were identified as significantly differentially bound using the default threshold of FDR < 0.05. Differentially expressed genes between WT and DKO cells were binned according to the average expression of 3 WT and DKO samples, with 2794 genes assigned to each group. Statistical analyses were performed within the R (ver. 3.6) computing environment and visualized with IGV. Details of statistical analyses can be found in figure legends.

Adapter trimming was performed using CutAdapt v.1.16. Sequence quality before and after trimming was checked with FastQC 0.11.5 tool. Sequences were checked for contamination with Kraken v1.1 (10.1186/gb-2014-15-3-r46) and FastQscreen v.0.9.3 (https://www.bioinformatics.babraham.ac.uk/projects/fastq_screen) applications. Reads were mapped to UCSC mm9 reference genome using (10.1093/bioinformatics/btp324). Duplicate reads were marked with Picard v. 2.17.11. Reads mapped to blacklisted regions (10.1038/nature11247) were removed from further analysis. For all samples, peak detection of enriched binding regions was performed using either MACS2 v. 2.1.1.20160309 with the default settings, or SICER v. 1.1 with the following parameters: window size 300, gap size 600, FDR < 1e-2, effective genome size 0.75. BigWig files were used for visualization. Correlation heatmaps showing sample relations, scatterplots and peak profiles were generated using DeepTools v. 3.0.1 toolset. Differential binding sites were identified using DiffBind package. To calculate Pearson or Spearman correlation coefficients between different histone mark profiles, the genome was split into bins (bin size =5000 bp) followed by counting numbers of aligned reads within each bin for each sample and calculating a correlation between these sets.

RNA expression levels were determined by RNA-seq as described^21,48,56^. Super Enhancer regions were downloaded from SuperDB Database as described^22^.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplemental Information

Description of Additional Supplementary Files

Supplementary Data 1

Reporting Summary

## Data Availability

All sequencing data generated as a part of this study are deposited to NCBI and are available with the accession number: GSE156697. Source data can be found in Supplementary Data 1. All other data are available from the authors on reasonable request.

# Supplementary material for: H3K27ac nucleosomes facilitate HMGN localization at regulatory sites to modulate chromatin binding of transcription factors
**Source:** Commun Biol. 2022 Feb 23;5:159. doi: 10.1038/s42003-022-03099-0
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

## Description of Additional Supplementary Files

**File name:** Supplementary Data 1

**Description:** Source data for Figures 2G, Supplementary Figures 6a,b,c.

How the deposited data were processed for this re-analysis (not part of the article)

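ChIP-seq peak lists of WT and DKO cells were analysed for 16 antibodies, 6 in MEFs, 5 in ESCs and 5 in resting B cells, with 2 biological replicates per genotype, 64 lists in all. The input libraries served the authors' peak calling and were not used here. The authors trimmed the reads with CutAdapt, mapped them to mm9, marked duplicates with Picard, removed reads in blacklisted regions and called narrow peaks with MACS2 for each library against input. Fold enrichment in the deposited lists is the ratio of the pileup at the peak summit to the local background, as computed by the authors with MACS2. The deposited −log10 p and −log10 q are those of the authors' Poisson test at the summit. The deposited score is 10 times −log10 q, shortened by the authors' caller to a whole number. These values are the authors' and were used to describe, rank or filter peaks within a list. Fold enrichment and −log10 p also served to solve pileup and background. These were used to estimate depth, to thin libraries and to compare libraries. The lowest −log10 q in any list was 2.00, so every deposited peak had a q of at most 0.01.

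Lists were read with Python 3.11.15, numpy 2.4.6 and pandas 2.3.3. A peak was a distinct interval, and 0 intervals were repeated in any list. The log2 number of peaks per library was compared between genotypes with the moderated test of limma 3.58.1 in R 4.3.3, fitted over the 16 antibodies with 4 libraries each, without a replicate block, and p values were adjusted by the Benjamini-Hochberg method at a threshold of 0.05. Peaks within 1000 bp of the start of a protein-coding transcript of GENCODE vM1 were promoter peaks, and the others distal. Sites were the peaks of the 4 libraries of an antibody merged where they overlapped by 1 bp or more. A site was WT-only when both WT libraries and no DKO library called it, and DKO-only in the reverse case. Lost CEBPB, p300 and Brd3 sites were called in both WT libraries and in no DKO library, and retained sites in both WT libraries and at least 1 DKO library. Shares of sites were compared with Fisher's exact test in scipy 1.17.1. Motifs were searched on both strands within 100 bp of the summit in the mm9 genome, read with pysam 0.24.0, and at positions 5000 bp away. Odds ratios within 10 classes of peak strength were pooled by the Mantel-Haenszel method in statsmodels 0.14.6. Mean log2 changes were compared between cell types with an exact permutation of antibodies over cell types. Overlaps of DKO-only sites were compared with 1000 random draws of sites. Plots were drawn with matplotlib 3.10.9.

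Named sites followed a rule set in advance. It covers the peaks in the regions of Fig. 4i and Fig. 5i and, for each of 9 antibodies, the WT-only and the DKO-only site with the highest mean −log10 q on an assembled chromosome.

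Depth was estimated from the lists themselves. The pileup at each summit was solved from the fold enrichment and −log10 p, with a tolerance of 0.0005 in −log10 p. A library counted as solved when, among peaks with −log10 p below 40, at least 85% of the pileups were whole numbers. The lowest background of the solved libraries lay between 0.924 and 3.78. Lists of CEBPB, CTCF and NANOG, most DKO lists of resting B cells and SOX2 DKO replicate 2 could not be solved, so their depth is unknown, and no correction for it was made. With 2 replicates per genotype an exact test cannot pass the threshold, so the limma results rest on a spread shared by the antibodies. In MEFs and resting B cells the replicates of a genotype had no separate inputs. A difference between the WT and DKO inputs would shift both replicates. Neither limma nor the permutation of antibodies measures it.

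Alternatives covered stricter thresholds on q, p and fold enrichment, merging of peaks within 1000 bp, base pairs in place of peak numbers, chromosomes 1 to 19 alone, other variance models, a replicate block, thinning to the lowest background of an antibody, other rules for matching sites and for overlap with H3K27ac, the same number of top peaks per library, and each replicate left out in turn. A q of at most 0.0001, thinning combined with a −log10 p of at least 10, all settings of the promoter and distal comparisons and of the motif comparison, the site rules applied to the share with H3K27ac, the left-out replicates of the comparison between cell types, a crossed replicate block, and the tests of promoter against distal change were chosen after the values were seen.

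The steps were tested on simulated data. In 200 simulated sets of 16 antibodies with 4 libraries, limma called 4.50% of unchanged antibodies, 32.6% at a log2 change of 0.3, 98.9% at 1 and 99.8% at 1.5. The simulated spreads varied around a common value and did not depend on the number of peaks. The real spreads differed widely, with an SD of 63.6 at a mean of 84805 peaks for WT H3K27ac. For WT H3K27me3 the SD was 117 at a mean of 470.5 peaks. The rates therefore describe the simulated setting only. The site rules found 607 of 607 simulated WT-only and 586 of 586 DKO-only sites. Odds ratios within classes of strength made as 1 and 2 were returned as 1.09 and 1.99. HMGN occupancy and gene expression were not analysed here.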

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

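The tests by thinning to the lowest background in this part were chosen as explanations only after the results were seen, while the permutation tests were chosen before the data were examined.

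Peak numbers changed differently between cell types. The mean log2 change of ESC antibodies exceeded that of MEF antibodies by 1.46 (exact permutation test, p = 0.013) and that of resting B cell antibodies by 2.46 (exact permutation test, p = 0.00794, the smallest these permutations can give). Without the histone antibodies and OCT2 the differences were 1.88 and 2.36, and with base pairs in place of peak numbers 1.65 and 2.74. For Brd3, p300 and OCT4, a difference in the lowest background alone is argued against. After thinning each library to the lowest background of its antibody, as estimated from the lists, the log2 change was −1.43 for Brd3, −0.95 for p300 and 1.23 for OCT4. At autosomal sites called in all 4 libraries, the log2 pileup per lowest background changed by −0.35 for Brd3 and −0.11 for p300. Within a genotype it ranged over −0.07 to −0.06 for Brd3 and −0.009 to 0.05 for p300. Sites lost in DKO cells are left out of this measure. Another input library behind the OCT4 lists of DKO cells is argued against as the whole cause, since the OCT4 pileup per genome-wide background at shared autosomal sites, which uses no input, was higher in DKO cells by 0.70 on the log2 scale, against −0.05 to −0.02 within a genotype. Of the DKO lists of resting B cells, only ETS1 replicate 2 and IRF8 replicate 1 could be solved. Their lowest background, 1.96 and 1.96, was above that of both WT lists, which argues against fewer reads as the cause of the fewer peaks in these 2 libraries. Depth stays open for the other DKO lists of resting B cells and for NANOG, CTCF, CEBPB and SOX2 DKO replicate 2. The antibodies differ between the cell types, so a difference between cell types and a difference between the chosen proteins stay open, and neither was tested.

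OCT2 is not named in the main text of the paper, and the supplementary figures were not used here. It had 72 and 65 peaks in WT and 10 and 18 in DKO resting B cells, a log2 change of −2.35 (adjusted p = 0.0124 from limma), lower in both DKO replicates than in both WT replicates. Without WT replicate 1 the change was −2.28 (adjusted p = 0.0999 from limma) and without WT replicate 2 −2.42 (adjusted p = 0.0901 from limma), so the call depends on both WT libraries. The adjusted p from limma ranged from 0.0058 to 0.0999 with each replicate left out and from 1.5e-05 to 0.0481 under the other settings. Of the DKO peaks, 50% and 44.4% lay on chromosome Y, against 19.4% and 18.5% of the WT peaks. Peaks on chromosome Y are not the source of the change, since chromosomes 1 to 19 alone gave −2.88. The depth of the DKO libraries is unknown, so fewer reads or a less efficient immunoprecipitation may explain the change as well as a loss of binding.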

How the results depend on the processing

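Settings with q of at most 0.0001, thinning combined with −log10 p of at least 10, all settings of promoter and distal changes and of motifs, the crossed replicate block, the left-out replicates of the comparison between cell types, and the site rules applied to the share with H3K27ac were chosen only after the results were seen.

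Of 158 changes in peak number under settings with all replicates, 148 kept their direction and their side of the threshold. With 1 replicate left out, 18 of 64 no longer passed it and 2 reversed. The lone replicate was then assumed to vary like the others. A q of at most 0.01 changed nothing, because each deposited peak already met it, and the count of summits changed nothing, because no interval was repeated. Both say nothing about stability and are left out of this number. The crossed replicate block is not counted in it either, and is given below. The cause was not tested except where stated.

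For H3K27me3 the change was −1.55 with one fit per cell type (adjusted p = 0.0503 from limma) and −1.64 with thinning and −log10 p of at least 10 (adjusted p = 0.06 from limma), so neither passed. Over the settings with all replicates its adjusted p from limma ranged from 0.0128 to 0.06. H3K27ac, which did not pass in the first analysis, passed with fold enrichment of at least 4 (−0.22), one fit per cell type (−0.13), a trended prior variance (−0.13), thinning (−0.17) and thinning with −log10 p of at least 10 (−0.27). CTCF, likewise, passed with the trended variance (0.0502). The Klf4 change, not past the threshold, reversed with thinning and −log10 p of at least 10 (−0.19).

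Near promoters, H3K27ac passed with the trended variance (−0.11) and p300 with base pairs covered (−1.20). Distal H3K27ac no longer passed with q of at most 0.0001 (−0.14), −log10 p of at least 10 (−0.0838), peaks merged within 1000 bp (−0.11), base pairs covered (−0.000935) or a replicate block (−0.14).

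With a replicate block, p300 had the same change of −1.0 with an adjusted p of 0.074 from limma. Over the settings with all replicates its adjusted p from limma ranged from 0.00134 to 0.074. The replicates of WT and DKO cells share only a number. Their deviations correlated over the 16 antibodies with a Pearson r of 0.234, and 11 antibodies passed with the block, 10 with the DKO numbers crossed and 12 without.

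With each replicate left out in turn, log2 changes ranged over −1.99 to −1.12 for H3K27me3, −0.00766 to 0.16 for H1, −1.22 to −0.78 for p300, −1.85 to −1.48 for Brd3, −0.0476 to 0.42 for Klf4, 0.24 to 0.29 for NANOG, 0.65 to 0.74 for SOX2, 1.17 to 1.38 for OCT4, −1.15 to −0.88 for IKAROS, −1.63 to −1.24 for IRF8 and −2.77 to −1.93 for OCT2. H1 reversed without DKO replicate 2 (−0.00766) and Klf4 without WT replicate 2 (−0.0476). Calls were lost for H3K27me3 without WT replicate 1 (−1.30), WT replicate 2 (−1.81) or DKO replicate 2 (−1.12), and for p300 without WT replicate 1 (−0.78), DKO replicate 1 (−0.92) or DKO replicate 2 (−1.08). They were lost for Brd3, IRF8 and OCT2 without WT replicate 1 (−1.70, −1.42 and −2.28) or WT replicate 2 (−1.63, −1.45 and −2.42). NANOG lost its call without WT replicate 1 (0.25), WT replicate 2 (0.28) or DKO replicate 2 (0.24), SOX2 and OCT4 without WT replicate 1 (0.70 and 1.19), and IKAROS without DKO replicate 2 (−0.99). Promoter changes ranged over −1.53 to −0.69 for p300, which passed without WT replicate 2, and −1.39 to −1.01 for Brd3, which did not pass without WT replicate 1 or 2. Distal changes ranged over −0.15 to −0.13 for H3K27ac, which did not pass without any of the 4, and −1.21 to −0.78 for p300, which did not pass without either DKO replicate. Antibodies with fewer peaks numbered 4 to 8, lowest without WT replicate 1, and those with more peaks 0 to 3. Fewer libraries leave fewer degrees of freedom, which may lower these numbers. MEFs minus resting B cells ranged over 0.90 to 1.11 and passed without WT replicate 1 (exact permutation test, p = 0.0433).

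Site counts depend on the rule by construction. Called in either library, WT-only and DKO-only sites numbered 25848 and 19190 for H3K27ac, 4917 and 662 for p300, 28371 and 662 for Brd3, 11156 and 233 for CEBPB, 1944 and 2521 for Klf4, 3271 and 5658 for CTCF, 7549 and 19705 for NANOG, 1094 and 8379 for SOX2 and 553 and 21180 for OCT4. With the same number of top peaks they numbered 4506 and 5599 for H3K27ac, 293 and 254 for p300, 1033 and 410 for Brd3, 722 and 671 for CEBPB, 321 and 355 for Klf4, 3244 and 3594 for NANOG, 667 and 808 for SOX2 and 891 and 1129 for OCT4, and the order of H3K27ac reversed. Equal list lengths force such counts towards each other. With each replicate left out, WT-only sites ranged over 8949 to 17579 for H3K27ac, 1822 to 3918 for p300, 12070 to 22029 for Brd3, 7119 to 9167 for CEBPB, 436 to 1443 for Klf4, 1636 to 2137 for CTCF, 2851 to 4799 for NANOG, 227 to 624 for SOX2 and 93 to 370 for OCT4, and DKO-only sites over 7155 to 13287 for H3K27ac, 98 to 399 for p300, 65 to 432 for Brd3, 108 to 187 for CEBPB, 755 to 1853 for Klf4, 2984 to 3886 for CTCF, 10430 to 14185 for NANOG, 4644 to 6299 for SOX2 and 11173 to 17601 for OCT4. A genotype with 1 library needs fewer calls and so gains sites. The order reversed for H3K27ac without DKO replicate 1 (8949 and 13287) or DKO replicate 2 (9627 and 12602), and for Klf4 without WT replicate 2 (1443 and 755).

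With the same number of top peaks, 4284 CEBPB sites were found in WT cells, 722 lost and 3562 retained. Called in either library, 11156 were lost. The share of CEBPB peaks in H3K27ac regions was 33.7% with H3K27ac in both libraries, 23.2% with the summit inside, 53.0% within 1000 bp and 37.1% with q of at most 0.0001, and 32.7 to 38.6% with a WT replicate of H3K27ac or of CEBPB left out. With the summit inside the H3K27ac peak, the odds ratio at retained against lost sites was 1.07 for CEBPB, no longer past the threshold, and 0.898 for p300, reversed. No setting could move a named site to the other genotype, because each was picked for having no call there, so these settings say nothing about the stability of the named sites.

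Depth limits all peak numbers, and is unknown for CEBPB, CTCF, NANOG, SOX2 DKO replicate 2 and most DKO lists of resting B cells. Thinning was therefore not run on CEBPB, CTCF, NANOG, SOX2 and the 5 antibodies of resting B cells.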

Differences from the paper's values

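The test of promoter against distal change in this part was chosen only after the results were seen.

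The paper's number of CEBPB sites in WT MEFs is 19392, and 12086 sites were called in both WT libraries. With sites called in either library the number was 16769, without WT replicate 1 14689 and without WT replicate 2 14193, each within 1.5 times the paper's value. Under the other alternatives set before the data were examined it stayed further away, with stricter matching of peaks, q of at most 0.01, the same number of top peaks, or either DKO replicate left out. The paper gives a q cutoff of 0.05 for narrow peaks, whereas each deposited peak has a q of at most 0.01. Peaks between these cutoffs are not counted here, which may lower this number and those below.

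The paper's number of lost sites is 10865, against 6675 here. It came within 1.5 times the paper's value with sites called in either library (11156), without WT replicate 1 (9167), without WT replicate 2 (8690) and without DKO replicate 2 (7449). It did not with stricter matching of peaks, q of at most 0.01, the same number of top peaks, or without DKO replicate 1.

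The paper's number of retained sites is 8527, against 5411 here. No alternative set before the data were examined came within 1.5 times the paper's value, and the closest was 5613 with sites called in either library.

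The paper's share of CEBPB sites in H3K27ac regions is 64%, against 38.0% of peaks here. With an H3K27ac peak within 1000 bp it was 53.0%, within 1.5 times the paper's value. With an H3K27ac peak in both WT libraries, the summit inside the H3K27ac peak, q of at most 0.01, or either WT H3K27ac replicate left out, the difference stayed.

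The paper states that H3K27me3 rose in DKO MEFs. The number of narrow H3K27me3 peaks changed by −1.55 on the log2 scale, with fewer peaks in both DKO replicates. Signal between peaks was not measured here. The paper states that H1 occupancy was marginally higher in DKO MEFs. The H1 peak number changed by 0.07 and did not pass the threshold, and without DKO replicate 2 the change was −0.00766. The paper's box plots show lower H3K27ac at enhancers and promoters, and its Discussion states no significant change at promoters. Here the distal change of −0.14 passed the threshold, and the promoter change of −0.11 and the change of −0.13 over all peaks did not. The paper states that p300 fell at enhancers and promoters. Its promoter change here, −1.11, was in the same direction and did not pass the threshold. The paper states that DKO ESCs lost some binding of Klf4 and CTCF. Their peak numbers changed by 0.19 and 0.05, neither past the threshold, and without WT replicate 2 the Klf4 change was −0.0476. The paper states that the decrease of H3K27ac appears in aggregate plots at enhancers and not at promoters. Here the promoter change minus the distal change in H3K27ac peak number was 0.03 (adjusted p = 0.537 from limma). The paper tested read counts at sites, whereas the values here are numbers and properties of called peaks.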

Other observations

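The tests on chromosomes 14 and X, on the H1 peaks and on the input shared by SOX2 and OCT4, and the 2 further comparisons of the motif share on chromosome Y, were chosen only after the results were seen. Chromosomes 14 and X were picked after the shares of all chromosomes had been looked over.

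Lost CEBPB sites were the weaker peaks of WT cells, which may explain why they had an H3K27ac peak less often. Within classes of CEBPB peak strength the odds ratio of an H3K27ac peak at retained against lost sites was 1.07, with a confidence interval that includes 1. In classes 7 to 10 the peak was more frequent at retained sites, and in classes 3 to 6 less frequent. Peak strength could itself depend on H3K27ac, so the pooled odds ratio does not separate the 2. The AP-1 motif behaved otherwise. Its odds ratio within the same classes was 2.40, which argues against peak strength as the explanation of that difference. The CEBP motif had an odds ratio of 0.965 within the classes (95% confidence interval 0.879 to 1.06).

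CEBPB had 12 and 16 peaks on chromosome Y in WT and 36 and 51 in DKO MEFs, against the direction on the autosomes. Of the DKO peaks there, 18.4% had a CEBP motif. The share was 10.9% at positions near these peaks and 55.5% at autosomal DKO peaks no stronger than the strongest of them. A candidate explanation is that most of these peaks do not mark CEBPB binding. No biological explanation was tested.

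The share of peaks on chromosome 14 was lower in DKO than in WT ESCs for 4 antibodies. It was 4.33% in WT and 3.98% in DKO cells for NANOG, 4.51% and 4.20% for SOX2, 4.84% and 4.15% for OCT4, and 3.88% and 3.00% for Klf4. For CTCF it went the other way, from 3.74% to 3.88%. The background on chromosome 14 relative to the autosomes lay between 1.03 and 1.11 in the solved WT libraries and between 0.979 and 1.00 in the DKO libraries. Measured at shared sites instead, its mean log2 ratio of DKO over WT was −0.20 over Klf4, OCT4 and SOX2. Pileups at shared sites on chromosome 14 were also lower in DKO cells, by a log2 ratio of −0.18 for Klf4, −0.18 for SOX2 and −0.26 for OCT4. The ESC lines may therefore differ in copies of chromosome 14 in a part of the cells, which the CTCF shares do not bear out. The karyotype was not examined.

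OCT4 peaks on chromosome X were a smaller share in DKO ESCs, 1.99% against 2.61%. The background there was 0.970 and 0.981 of the autosomal level in the DKO OCT4 libraries and 0.703 and 0.677 in the WT libraries. At shared sites, the mean log2 ratio of DKO over WT was 0.48 for this background and 0.03 for the pileup. A candidate cause is an input behind the DKO OCT4 lists with more chromosome X than the immunoprecipitated cells. No biological explanation was tested. In the DKO Klf4 libraries the background on chromosome X was 0.610 and 0.599.

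On average 41.7% of the H1 peaks lay on chromosome Y, and between 34.5% and 36.3% per library had a background over 5 times the lowest. These peaks may come from reads shared between copies of repeated sequence. No biological explanation was tested for their position.

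Overlaps between the DKO-only sites of NANOG, SOX2 and OCT4 were set against random draws, and the outcome depended on which list was redrawn. The same 77 overlapping sites were 1.40 times the mean of the draws when SOX2 sites were drawn, the highest ratio among the 3, and 0.238 times, the lowest, when NANOG sites were drawn. The shares of OCT4 sites in NANOG (4.24%, highest draw 3.88%) and in SOX2 (5.86%, highest draw 5.40%), and of SOX2 sites in NANOG, exceeded all draws. So did the shares of NANOG sites in CTCF and of CTCF sites in NANOG. Pairs that include CTCF or Klf4 gave ratios from 0.920 to 2.30. For SOX2 and OCT4, the same DKO input library behind both is argued against. The background on chromosome X relative to the autosomes was higher in the DKO OCT4 libraries than in SOX2 DKO replicate 1. The log2 ratio was at least 0.60, against 0.02 to 0.09 between their WT libraries. A DKO-only site needs a call in both DKO libraries of each factor. It also needs no call in the WT libraries, whose backgrounds were close. A WT input shared by both factors therefore stays open. For the pairs with NANOG, whose background could not be solved, a shared input and a common gain cannot be told apart. A common gain of SOX2 and OCT4 stays open and was not tested.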
